# Systems-Scale Analysis Reveals Pathways Involved in Cellular Response to Methamphetamine

**DOI:** 10.1371/journal.pone.0018215

**Published:** 2011-04-20

**Authors:** Lijie Sun, Hong-Mei Li, Manfredo J. Seufferheld, Kent R. Walters, Venu M. Margam, Amber Jannasch, Naomi Diaz, Catherine P. Riley, Weilin Sun, Yueh-Feng Li, William M. Muir, Jun Xie, Jing Wu, Fan Zhang, Jake Y. Chen, Eric L. Barker, Jiri Adamec, Barry R. Pittendrigh

## Abstract

**Background:**

Methamphetamine (METH), an abused illicit drug, disrupts many cellular processes, including energy metabolism, spermatogenesis, and maintenance of oxidative status. However, many components of the molecular underpinnings of METH toxicity have yet to be established. Network analyses of integrated proteomic, transcriptomic and metabolomic data are particularly well suited for identifying cellular responses to toxins, such as METH, which might otherwise be obscured by the numerous and dynamic changes that are induced.

**Methodology/Results:**

We used network analyses of proteomic and transcriptomic data to evaluate pathways in *Drosophila melanogaster* that are affected by acute METH toxicity. METH exposure caused changes in the expression of genes involved with energy metabolism, suggesting a Warburg-like effect (aerobic glycolysis), which is normally associated with cancerous cells. Therefore, we tested the hypothesis that carbohydrate metabolism plays an important role in METH toxicity. In agreement with our hypothesis, we observed that increased dietary sugars partially alleviated the toxic effects of METH. Our systems analysis also showed that METH impacted genes and proteins known to be associated with muscular homeostasis/contraction, maintenance of oxidative status, oxidative phosphorylation, spermatogenesis, iron and calcium homeostasis. Our results also provide numerous candidate genes for the METH-induced dysfunction of spermatogenesis, which have not been previously characterized at the molecular level.

**Conclusion:**

Our results support our overall hypothesis that METH causes a toxic syndrome that is characterized by the altered carbohydrate metabolism, dysregulation of calcium and iron homeostasis, increased oxidative stress, and disruption of mitochondrial functions.

## Introduction

The term “systems biology” refers to the interdisciplinary study of complex interactions that give rise to the function and performance of a particular biological system. Currently, transcriptomics, proteomics, and metabolomics are the principal technology platforms that provide useful data for systems biology analyses. Data from these various platforms are integrated to reveal how cellular systems respond to xenobiotics like plant defense compounds, food ingredients [1], [2], pesticides, and drugs, thereby providing insights into how animals are affected by xenobiotic challenges and possible ways to alleviate their negative biological effects.

When used in combination with model organisms, xenobiotic challenges also provide an opportunity to test analytical approaches based on systems biology. For example, METH is a central nervous system stimulant that is increasingly abused, especially by teenagers and young adults, and that causes acute and chronic side effects in multiple organ systems [1], [2]. However, most molecular studies on the impact of METH have focused on brain tissues [3], [4], [5], including recent work by Chin *et al* [6] using combined proteomic and transcriptomic analyses. However, to our knowledge, there are no systems biology analyses of the impact of METH on whole organisms. In terms of a model organism, *Drosophila melanogaster* has one of the best-defined genomes among insects [7] and a robust set of available mutants, making it an excellent system with which to elucidate the mechanisms underlying the genomic, proteomic, and metabolomic whole-organism responses to xenobiotics and to obtain follow-up validation through mutant analysis. Moreover, METH influences evolutionarily conserved pathways shared by *Drosophila* and mammals (*e.g.*, oxidative phosphorylation). Importantly, xenobiotic perturbations of conserved molecular pathways have the potential to generate similar cellular- and organism-level responses across species.

Here we report that the administration of METH to *Drosophila* causes a METH-induced cytotoxic syndrome. Consumption of this drug has been associated with several disorders in humans and in animal models, including defects in the male reproductive system, changes in blood sugar levels, induction of oxidative stress, neurological damage, heart disease, reduction of mitochondrial energy production, increased lactic acid build up, and apoptosis in multiple tissues [8], [9], [10], [11], [12], [13], [14], [15]. METH syndrome produces changes in cellular energy metabolism that appear to be consistent with a Warburg effect, which is characterized by high levels of glycolysis (followed by lactic acid fermentation) and decreased oxidative phosphorylation in the mitochondria, even under aerobic conditions [16], [17]. These metabolic changes, however, could also be consistent with hypoxia. The Warburg effect has not previously been associated with METH syndrome.

Using a systems biology approach, we present a mechanism-based model to describe the molecular impacts of METH on cellular pathways, followed by a mutant analysis of key METH-responsive genes including those with known and previously unknown function. We also determined that dietary trehalose reduced METH toxicity in *Drosophila*. Trehalose is an antioxidant and the major blood sugar in insects [18], [19]. Combined results from systems biology and mutant analyses have the potential to give us an in-depth understanding of the impact of xenobiotics on cellular and organismal systems.

## Results and Discussion

### Systems biology elucidates complementary aspects of the METH syndrome

#### Gene pathways detected by microarray

To elucidate potential pathways responsive to METH, we analyzed microarray data, comparing control and METH-treated *Drosophila* males through Gene Ontology (GO) system categorizations (http://www.geneontology.org) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses (http://www.genome.ad.jp/kegg/). 

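METH taken up with food reaches the gut first and then the hemolymph, the fat body, the muscles and the nervous system. RNA from whole flies mixes the transcripts of all these tissues, so a change within a small organ is diluted by the rest of the body. The arrays compared males fed a diet with 0.6% (w/v) METH for 24 h with males fed the control diet for the same time. Each sample held RNA from 20 virgin males of the w1118 strain, aged 5 days, and there were 3 samples per diet. The authors quantified the signals of the probe sets, groups of oligonucleotides that each interrogate a transcript, with GCOS 1.4, and the deposited values are linear intensities. The signals were set on the log2 scale and scaled to the signal of the AFFX-Dros-ACTIN_M_r probe set of the same array, so that values are given here as a percentage of this actin reference. Diets were compared with limma, with a spread that follows the signal level, and p values were adjusted by the Benjamini-Hochberg method over 18769 probe sets. The lists of genes tested, the rule by which single genes are named and the alternative settings were fixed before the data were examined, but with the ratios of Table S5, which come from the same samples, already seen, and some further genes were named after their values were seen. The median signal was 60.0 to 69.1 on the control arrays and 50.6 to 65.0 on the METH arrays. Rank correlations between arrays were 0.968 to 0.975 within a diet and 0.966 to 0.972 between diets. The number of arrays limits the precision, and an exact permutation test of 3 samples against 3 cannot give a p below 0.1.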

Genes with a *p* value smaller than 0.008 and an absolute fold change greater than 1.5 were considered significant and used for the analyses. 

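Foreign compounds are commonly oxidized, then joined to glutathione or to a sugar, and then exported. UDP-glucuronosyltransferases (UGTs) carry out the conjugation with a sugar. Purines are built stepwise on a ribose phosphate from amino acids and folate-bound carbon units. Of 35 UGT genes, 9 were higher in METH-treated flies at an adjusted p under 0.05 (12 higher and 1 lower when adjusted over the list alone), and 1 or 2 were lower under the other scalings of the arrays. With low values floored 4 were higher, and 2 without the trend of the spread on the signal level. Several of these genes stand in Table S5, which was chosen on the same samples. Ugt37A2, listed as CG5724 in Table S5, rose from 33.0 ± 10.1 to 434 ± 92.0% of the actin reference (SD, n = 3 each; log2 fold change 3.74, standard error 0.23, adjusted p = 7.8e-07). Ugt35C1 had a log2 fold change of 2.79 (standard error 0.17, adjusted p = 7.2e-07). In limma's camera test, which compares a list with all other genes, the UGTs stood higher (adjusted p = 0.0046; adjusted p = 0.654 with an estimated correlation), with a median change of 0.03 relative to the median probe set. Of 10 genes of purine synthesis, 2 were higher and 7 when adjusted over the list alone. The 2 genes were Gart, with a log2 fold change of 1.66 (standard error 0.18), and Pfas, with 1.25 (standard error 0.16), and both passed the threshold under every scaling. Only 1 of them passed with low values floored, Pfas, and none without the trend. Both stand in Table S5 as ade3 and ade2, so the count is not independent evidence. The list's median stood 0.33 above the median probe set (camera adjusted p = 1.6e-04; adjusted p = 0.453 with an estimated correlation). The copy of Table S1 used here names 22 genes in its array column, of which 20 were measured. The paper chose them on the same samples, so their signs are not independent evidence. The sign of the difference was that of the table for all 20, and 7 passed the adjusted threshold, each of them listed as higher. This count depends on the scaling: 10 passed with median centring, 13 with 75th percentile centring, 16 with quantile normalization and all 20 with the signals as deposited.

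**Figure D1:**
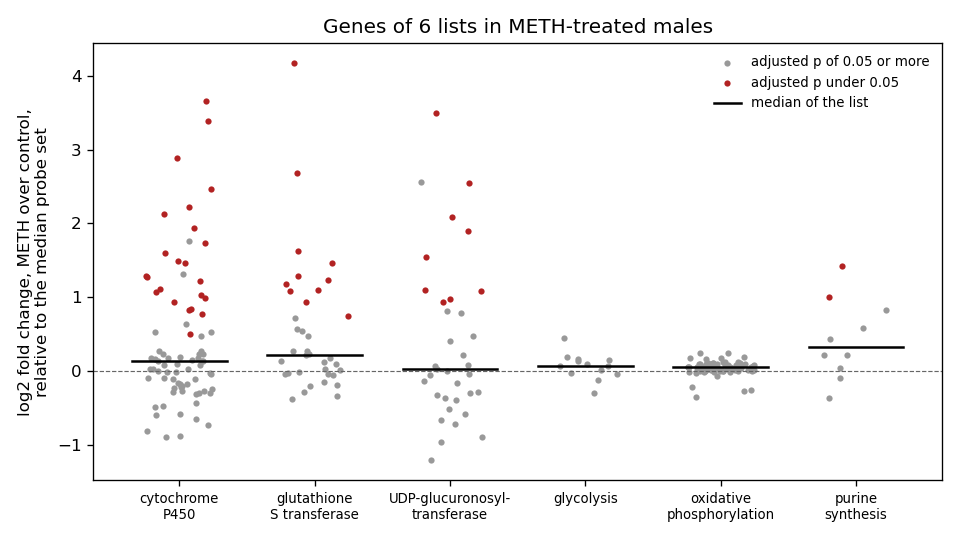
Log2 fold change of each gene of 6 lists, METH over control, relative to the median probe set, with 3 arrays per diet. Each point is a gene at its brightest probe set, red points have an adjusted p under 0.05 from limma, and bars mark list medians. Called genes of these lists all lie above 0 with the actin reference, while 1 or 2 UGT genes and 1 cytochrome P450 gene were called lower under other scalings.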

The top eight pathways were (i–v) detoxification/drug metabolism pathways, (vi) glutathione metabolism, (vii) glycolysis/gluconeogenesis, and (viii) purine metabolism (Table S1). In total, we observed 229 differentially transcribed genes and 34 potential pathways, some of which are consistent with METH syndrome (*e.g.*, energy-associated pathways) and known specific responses to METH (such as tyrosine metabolism); METH is known to lead to long-term decreases in the activity of dopamine transporter and tyrosine hydroxylase [20].

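Comparisons of many transcripts depend on the yardstick: a reference transcript that itself differs between diets shifts every other transcript by the same amount. With the actin reference, the median log2 fold change of all probe sets was 0.24. Of the probe sets tested, 158 were higher and 78 were lower in METH-treated flies at an adjusted p under 0.05, or 66.9% higher. With each array centred on its median, 130 were higher and 164 lower, and with the signals as deposited 114 and 381. The probe sets that passed with the actin reference corresponded to 211 distinct genes among those paired with a single gene. With the actin reference, the METH values lay above all control values for 2941 probe sets and below all of them for 484. Together these were 18.2% of the probe sets tested, where chance alone would give 10%. The upward median shift raises the first count and lowers the second. At the thresholds of p below 0.008 and more than 1.5-fold, the methods' t-test called 234 probe sets higher and 62 lower. Among the largest falls in limma's comparison were those of CG17192 (log2 fold change -4.59, standard error 0.76), CG18179 (-4.48, standard error 0.61), phu (-3.82, standard error 0.29) and CG13324 (-3.65, standard error 0.24). Each lay below every control value in all METH arrays, and with low values floored CG13324 alone of these passed the threshold. On the METH arrays the mean signals of CG17192 and CG18179 were 10.2 and 5.20, below the 11.0 of TagC, a control probe set of the array. The sizes of these 2 falls are therefore uncertain. Tyrosine is the source of dopamine and is otherwise broken down to fumarate and acetoacetate. Of 20 genes of tyrosine and dopamine metabolism, 1 was higher, hgo, which encodes homogentisate dioxygenase of the breakdown route. It rose from 72.5 ± 4.33 to 137 ± 15.2% of the actin reference (SD, n = 3 each; log2 fold change 0.92, standard error 0.16, adjusted p = 0.00765), and it did not pass the threshold without control replicate 3, with low values floored or without the trend. The list as a whole did not stand apart from other genes (camera adjusted p = 0.623).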

#### Proteomic analysis

Initially, we identified 226 spectral peaks that were differentially expressed after METH treatment (*p*<0.05 and a fold-change of >2). We were able to identify the associated peptides for 87 of the original 226 peaks (SpectrumMill peptide score of >6 and SPI% >60%) (Table S2). Because multiple peptides were observed for a single protein, only 72 proteins were identified: 33 increased in abundance, 35 decreased, and 4 proteins (CG4169-PA; ATP synthase- CG11154-PA, isoform A; enolase CG17654-PE, isoform E; and, MyHC) (Table S2) had associated peptides that were for unknown reasons both increased and decreased (they were probably associated with different isoforms of the same protein). The 72 differentially expressed proteins were then categorized according to their involvement in 26 pathways, including those relating to heart and skeletal muscles, oxidative stress, energy, oxidative phosphorylation, and spermatogenesis. All 26 pathways are known to be associated with METH responses in mammals (Table S2).

#### Impact of METH on combined transcriptome and proteome pathways

The database for annotation, visualization, and integrated discovery (DAVID) analysis indicated that a large number of differentially expressed proteins were involved in glycolysis and oxidative phosphorylation (Figure 1; Figure S1 and Table S3). Because only one common protein/gene, glycerol-3-phosphate dehydrogenase (GPDH), was present in both the proteomic and gene expression data in the METH-treated flies, we performed multiple pathway analyses in which these two “omic” data sets were combined. 

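Glycerol-3-phosphate dehydrogenase joins glycolysis to lipid synthesis and, with its mitochondrial partner, carries electrons from the cytosol to the respiratory chain. The main cytosolic enzyme is encoded by Gpdh1 in Drosophila, and the mitochondrial enzymes by the Gpo genes. Gpdh1 was measured by 4 probe sets. At the brightest, it went from 424 ± 33.0 to 404 ± 90.3% of the actin reference between control and METH-treated flies (SD, n = 3 each; log2 fold change -0.09, standard error 0.21, adjusted p = 0.849), and the values of the diets overlapped. The other probe sets of Gpdh1 had log2 fold changes of -0.22 to -0.09 with the actin reference. Mean signals as deposited were lower on METH at all 4. Gpo2 had a log2 fold change of 0.46 (standard error 0.20, adjusted p = 0.426). Of the genes of 53 proteins of Table S2 that were measured, 1 passed the threshold. This was Spn28F, the serine protease inhibitor that Table S5 calls Spn2, which went from 63.3 ± 12.0 to 4.91 ± 1.00% of the actin reference (SD, n = 3 each; log2 fold change -3.69, standard error 0.21, adjusted p = 4.6e-07). It was lower under each scaling. The genes of Table S2 as a list did not stand apart from other genes (camera adjusted p = 0.503).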

Although each of these analyses revealed somewhat different pathways, all the pathways identified were consistent with METH syndrome (Figures S2 & S3). A process network analysis of the proteomic and microarray data revealed that of the top 10 networks impacted by METH, 8 were associated with skeletal muscle, cardiac muscle, cytoskeleton systems, and oxidative stress (Figure S2). Statistically significant test results for genes or proteins enriched in pathways performed with DAVID software were obtained for several pathways related to changes in both the microarray and proteomics experiments (Figure S3). These pathways include glycolysis, oxidative phosphorylation, hormonal pathways and cytoskeletal remodeling.

**Figure 1:**
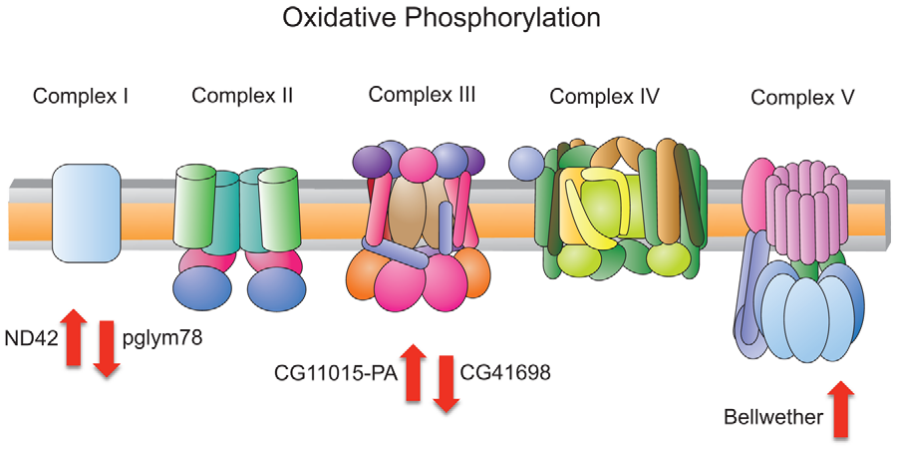
Changes in abundance of key proteins associated with oxidative phosphorylation. METH exposure results in changes in the abundance of key proteins in the mitochondrial electron transport chain (ETC), including complexes I, III and V. The direction of the red arrow indicates specific proteins that either increased (up) or decreased (down) in abundance as a result of METH exposure. Protein expression data is also given in Table S2. The figure for ETC was adapted from http://www.genome.jp/kegg-bin/highlight_pathway?scale=1.0&map=map00190&keyword=oxidative.

### Biological relevance of pathways associated with METH syndrome

The pathways that we observed in our transcriptomic and proteomic analyses are consistent with the known effects of METH on biological systems, including proteases, detoxification enzymes, oxidative stress and iron homeostasis (See Text S1). However, because we analyzed whole-organisms, as compared to previous studies on brain tissue [3], [4], [5], we observed proteins that had not been previously associated with METH-induced responses, including certain proteins involved in the electron transport chain, muscle formation/homeostasis, and spermatogenesis.

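Trypsins and the related Jonah proteases are secreted by the midgut to digest food proteins. Serpins are inhibitors of such serine proteases, many of them in the hemolymph and in seminal fluid. Ferritin, transferrin and metallothioneins bind iron and other metals. Of 28 genes of Jonah and trypsin digestive proteases, 7 were lower in METH-treated flies and none was higher at an adjusted p under 0.05 from limma, and 14 were lower and none higher at an unadjusted p under 0.05 (13 lower when adjusted over the list alone). Under the other scalings 9 to 14 were lower, and 4 were lower without control replicate 2 or 3 or without METH replicate 1 or 2. With low values floored, or without the trend, 1 was lower, Jon25Bii. The methods' t-test at p below 0.008 and over 1.5-fold called 3 lower and none higher. Jon25Bii fell from 46.3 ± 16.0 to 4.72 ± 0.412% of the actin reference (SD, n = 3 each; log2 fold change -3.25, standard error 0.23, adjusted p = 3.8e-06). Jon25Bi had a log2 fold change of -2.98 (standard error 0.24, adjusted p = 1.5e-05). The list's median was -0.92 relative to the median probe set (camera adjusted p = 3.7e-28; adjusted p = 0.453 with an estimated correlation). Of 11 midgut markers 3 were lower, but 7 of the markers are proteases of this list, Jon25Bi and Jon25Bii among the lower ones, so their median of -0.67 relative to the median probe set largely restates the result (camera adjusted p = 3.0e-12; adjusted p = 0.453 with an estimated correlation). Of the other 4 markers, mag was lower. Serpin genes stood lower as a list of 28 (median -0.19 relative to the median probe set; camera adjusted p = 2.7e-05; adjusted p = 0.725 with an estimated correlation), with 1 lower, 6 to 8 lower under the other scalings, and 2 lower without control replicate 1 or METH replicate 3. None of 21 genes of iron and metal homeostasis passed limma's adjusted threshold, 3 were higher and 1 lower at an unadjusted p under 0.05, and the methods' t-test called none. With the signals as deposited 2 were lower, and 1 was higher without control replicate 2. Fer3HCH, which encodes a mitochondrial ferritin, had a log2 fold change of 0.50 (standard error 0.20, adjusted p = 0.411). The fall in ferritin that the paper reports was of a different protein, the ferritin 1 heavy chain homologue.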

### Mitochondrial electron transport chain (ETC)

METH has been previously shown to affect the mitochondrial electron transport chain (ETC) [21]. We observed changes in the abundance of proteins associated with the ETC, corroborating the work of others who have observed that METH inhibits the ETC in mice and rats [9], [22]; Burrows and co-workers observed the inhibition of cytochrome oxidase activity [9] (complex IV of the ETC) in rat brains after METH treatment, and Brown *et al.* [23] observed that succinate dehydrogenase (complex II of the ETC) was inhibited by METH in the striatum of rats. We observed changes in the prevalence of multiple proteins in the oxidative phosphorylation pathway beyond complex II and IV (Figure S3), including those associated with complex I (phosphoglycerate mutase [*pglym78*] and NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 10 [*ND42*)]), complex III (CG3815 with ubiquinol-cytochrome-c reductase activity), and complex V (ATP synthase subunit alpha [also known as *bellwether* in *Drosophila*]) of the ETC (Figure 1). Alaux *et al.* observed that aggression in bees is associated with reduced enzyme activity for complexes I (NADH dehydrogenase), IV (cytochrome c oxidase), and V (ATP synthase) [24] (Table S2). Whether METH-induced aggressive behavior is associated with the oxidative phosphorylation pathway has not been determined.

#### Proteins related to muscle and heart disease

METH causes muscle loss [25], [26] and heart failure in humans [27], however, little is known about the molecular mechanisms by which METH causes this effect. In *Drosophila*, we observed that the concentrations of numerous muscle-associated proteins changed in response to METH exposure. For example, dynein heavy chain and troponin c decreased 6- and 2-fold, respectively, and tropomyosin protein levels increased 10-fold (Table S2). Additionally, we observed that three MyHC peptides increased approximately 10-fold (Table S2) and two other MyHC peptides decreased 8-fold with METH treatment, suggesting that METH likely disrupts normal muscle physiology in *Drosophila*. This is supported by the observation that changes in the relative mRNA expression of alpha - and beta-myosin heavy chain (MyHC) are associated with chronic heart failure in humans [28].

#### Spermatogenesis- and ejaculation-related proteins

METH causes sexual dysfunction in mammals, inhibiting sperm motility [29], and amphetamines, which are structurally similar to METH, retard ejaculation in humans [30]. Although METH is known to have negative effects on male fertility [29] little is known regarding the molecular impacts of METH on spermatogenesis. In our study, we detected seven METH-responsive genes and proteins that are associated with reproductive functions in males (Tables S2 & S3), some of which are evolutionarily conserved in humans.

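Spermatogenesis in the testis relies on transcripts that are made in spermatocytes and stored for later stages, so their level in whole flies reflects the germ line of the males sampled. The ejaculatory bulb and duct add proteins to the seminal fluid. Of 25 testis marker genes, none passed limma's adjusted threshold, 5 were higher and none lower at an unadjusted p under 0.05, and the methods' t-test called none. Their median change was 0.16 relative to the median probe set (camera adjusted p = 0.0996), and the camera test passed 0.05 under 2 of the 4 other scalings and in 1 of the 6 comparisons with an array left out. ProtB, which encodes a protamine of the sperm nucleus, went from 92.3 ± 18.9 to 129 ± 19.3% of the actin reference (SD, n = 3 each; log2 fold change 0.50, standard error 0.19, adjusted p = 0.394). None of 5 genes of the ejaculatory bulb and duct passed the adjusted threshold of limma, with 1 lower at an unadjusted p under 0.05, none by the methods' t-test, and 1 lower under each of the other scalings. As a list they stood lower without passing (camera adjusted p = 0.0934), and passed under 3 of the 4 other scalings and in 2 of the 6 comparisons with an array left out. The smallest adjusted p among them was that of Gld (log2 fold change -0.63, standard error 0.16, adjusted p = 0.113).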

The transcript of *CG11893*, which was up-regulated in METH-treated flies, is associated with the *Androcam* gene; this gene encodes a protein abundantly expressed in the cones of the testes in *Drosophila* [31]. 

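CG11893 belongs to a family of Drosophila genes whose proteins resemble an ecdysteroid kinase, an enzyme that joins a phosphate to steroid hormones. The probe set of CG11893 rose from 14.9 ± 1.99 to 222 ± 41.3% of the actin reference in METH-treated flies (SD, n = 3 each; log2 fold change 3.90, standard error 0.18, adjusted p = 4.8e-08). Every METH array lay above every control array. Of 46 genes of the family, 14 were higher and 2 lower at an adjusted p under 0.05 (22 and 3 when adjusted over the list alone), and 12 to 14 higher and 3 lower under the other scalings. With low values floored 6 were higher and 2 lower, and without the trend 4 and 2. Since the paper's own Table S5 names several of them from these samples, the count is not independent evidence. CG6908 had a log2 fold change of 3.31 (standard error 0.15) and CG13659 one of 3.15 (standard error 0.19), while CG10514 had -3.09 (standard error 0.19) and CG11892 had -2.32 (standard error 0.16). These changes passed the threshold under every scaling. The family stood higher than other genes (camera adjusted p = 1.1e-08; adjusted p = 0.611 with an estimated correlation), with a median of 0.26 relative to the median probe set.

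**Figure D2:**
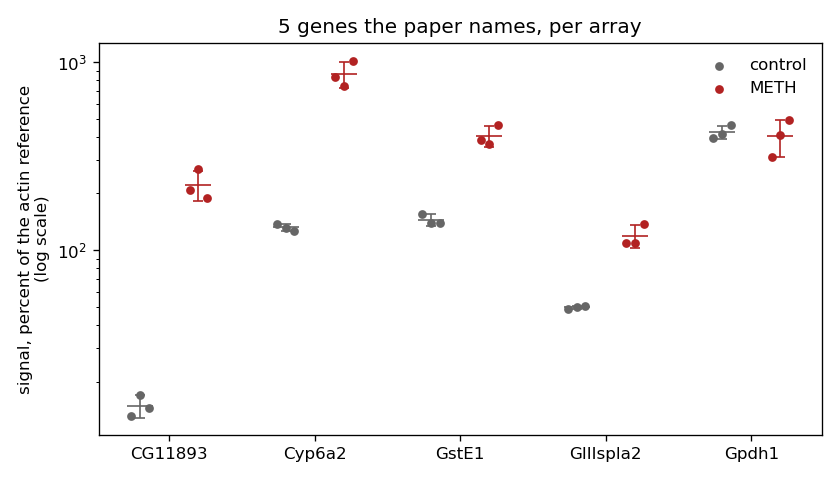
Signal of 5 genes as a percentage of the actin reference, on a log scale, for each of 3 control and 3 METH arrays, with the mean and SD. The METH arrays lie above all control arrays for CG11893, Cyp6a2, GstE1 and GIIIspla2, which were higher under each scaling, and the values of Gpdh1 overlap.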

The C-domain of *Androcam* binds calcium and has 67% homology with a mammalian calmodulin [32] protein that has testes-specific calcium signaling functions [31]. *CG11893*, which is associated with *poe*, has protein-binding functions (UniProtKB).

The protein CG32542, which is over-expressed in METH-treated flies, interacts with *ocn* (iHOP- http://www.ihop-net.org/) [33], a testes-specific gene [34]. The protein CG3815 was under-expressed in METH-treated flies and interacts with *sneaky*, a testes-expressed gene involved in sperm exocytosis in *Drosophila* [35]. Fertilization typically involves membrane fusion between sperm and eggs. In *Drosophila*, however, sperm enter eggs with membranes intact, and the membranes are broken down in the egg; only then are the sperm activated. Mutations in *sneaky* can impair this process, resulting in male sterility due to impaired sperm plasma membrane breakdown [35]. *Sneaky*-like genes have also been detected in humans [35].

Tubulins also have an important function in spermatogenesis [36]. We observed that the alpha-tubulin 84B protein, a component of the spermatozoa cytoskeleton involved in spermatid development [37], decreased in METH-treated flies. Two mitochondrial proteins—porin, which decreased, and *bellwether*, which increased—were identified in flies exposed to METH. Porin is localized in the outer mitochondrial membrane of germ cells in the testes and in the spermatozoa in *Drosophila* [38]. The mitochondrial ATP synthase subunit alpha of complex V (*bellwether*) is also involved in spermatogenesis and is associated with male sterility [39]. In addition, the expression of the predominant ejaculatory bulb protein (PEB-me), a component of the mating plug in *Drosophila* [40], [41], increased 10-fold in response to METH treatment (Table S2). Moreover, the germ cell nuclear-like factor (GCNF) was identified in METH-treated flies; this potential transcription factor binding motif (TFBM) is associated with germ cells (Figure S4, S5, S6, Text S1, Table S4 and Table S5). GCNF targets several genes involved in sperm maturation.

### Metabolomic profiling and dietary trehalose

Previous studies in mammals have shown that METH toxicity is interrelated with metabolism in the brain and sugar levels in the blood [3], [4], [5], [42], [43]. Thus, we also investigated changes in whole organism sugar levels in *Drosophila* in response to METH. Using gas chromatography/mass spectrometry (GC/MS), we observed decreased trehalose levels in METH-exposed *Drosophila* (*p*<0.0001; Figure S7). That trehalose acts as an antioxidant [18], [44], and thus is itself oxidized, could account for reduced trehalose levels. Because trehalose is the major blood sugar in insects, decreased levels of trehalose could also reflect either higher metabolic rates resulting from a METH-induced increase in physical activity or increased carbohydrate consumption resulting from increased glycolysis.

We found that METH-treated flies fed a diet containing trehalose or sucrose lived longer than flies treated only with METH (*p*<0.01 and *p*<0.05, respectively; Table 1). In contrast, sorbitol, a sugar alcohol that is not well metabolized by *Drosophila* [45], had no impact on METH toxicity. These results suggest that METH-toxicity is interrelated with carbohydrate metabolism, corroborating previous findings where it has also been observed that supplementation with cofactors of energy metabolism attenuates the toxicity of METH [8], [46]. Interestingly, human METH addicts often imbibe large amounts of sugary soft drinks [47]; such dietary studies in *Drosophila* lead us to question whether sugar intake in humans helps to alleviate the toxic effects of METH.

**Table 1:** The lethal time 50 (LT_50_) and 95% confidence interval (C.I.) of *Drosophila melanogaster* fed on methamphetamine (METH), and different sugars (including trehalose, sucrose, and sorbitol) plus METH.

Treatment	LT_50_ (h)	95% C. I. (h)	*P* value*
METH 0.6%	50.40	45.19–55.58	–
Trehalose 0.189M+METH 0.6%	91.99	80.31–112.04	<0.01
Sucrose 0.189M+METH 0.6%	71.88	67.34–77.03	<0.05
Sorbitol 0.189M+METH 0.6%	62.68	56.74–69.01	N.S.

*Comparisons were between the LT_50_s of the given sugar plus METH treatment versus the METH only treatment. N.S. stands for not significant. The LT_50_s and treatment comparisons were performed using SAS (Cary, NC).

### Oxidative stress

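Reactive oxygen species are removed by superoxide dismutase, catalase and the peroxidases, which draw reducing power from thioredoxin and glutathione. Keap1 holds the transcription factor CncC inactive until oxidants or electrophiles release it. Heat shock proteins refold proteins that oxidation has damaged. Of 20 antioxidant defence genes, 1 was higher in METH-treated flies (5 when adjusted over the list alone) and 8 at an unadjusted p under 0.05. It was Keap1 (log2 fold change 1.08, standard error 0.22, adjusted p = 0.029), which rose from 5.35 ± 0.520 to 11.3 ± 1.16% of the actin reference (SD, n = 3 each), and it did not pass the threshold under any other scaling, with any array left out, with low values floored or without the trend. A single gene of the list other than Keap1 was higher after quantile normalization, as was 1 without control replicate 2 and 1 without METH replicate 1. With the signals as deposited, 1 gene of the list was lower and none was higher by limma. Cat, which encodes catalase, had a log2 fold change of 0.61 (standard error 0.20, adjusted p = 0.288), and the list's median was 0.09 relative to the median probe set (camera adjusted p = 0.0456; adjusted p = 0.933 with an estimated correlation). For this list the camera test passed 0.05 under 2 of the 4 other scalings and in 2 of the 6 comparisons with an array left out. None of 16 heat shock protein genes passed limma's adjusted threshold, 6 were higher and none lower at an unadjusted p under 0.05, and the methods' t-test called none. Hsp60A had the smallest adjusted p of these (log2 fold change 0.66, standard error 0.20, adjusted p = 0.231), and the list did not pass the camera test (adjusted p = 0.0781).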

We observed multiple genes and proteins associated with an oxidative stress in METH-treated *Drosophila*; METH also induces oxidative stress in mammals [6]. Oxidative stress has been linked to many pathways, including alcohol dehydrogenase (ADH) activity [48], actin reorganization [49], and the inhibition of hexokinase activity in rabbit erythrocytes [50]. Aconitase also helps to regulate resistance to oxidative stress and cell death in two plant species, *Arabidopsis thaliana* and *Nicotiana benthamiana* [51]. Consistent with the hypothesis that the METH-treated flies are experiencing oxidative stress, we observed decreases in alcohol dehydrogenase (ADH) and aconitase, as well as increases in hexokinase and actin (Table S2).

Oxidative stress also causes thiol oxidation in the glyceraldehyde-3-phosphate dehydrogenase (GAPDH) of *Staphylococcus aureus* [52] and increases GAPDH transcript levels in rabbit aortas [53]. Perhaps because of the oxidative stress involved in exposure to METH, we observed a 10-fold increase in GAPDH in the treated flies (Table S2). GAPDH belongs to an evolutionarily conserved protein family, the aldehyde dehydrogenases; these play a key role in stress responses, including oxidative stress [54], [55].

Our data also suggest that METH induces multiple pathways associated with the generation of reactive oxygen species (ROS) (Figure 2). 

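The electron transport chain passes electrons from NADH and succinate to oxygen through the complexes of the inner mitochondrial membrane, most of whose subunits are encoded in the nucleus. Electrons that leave the chain early reduce oxygen to superoxide. None of 73 genes of oxidative phosphorylation passed limma's adjusted threshold, 4 were higher and none lower at an unadjusted p under 0.05, and the methods' t-test called none. Log2 fold changes ran from -0.11 to 0.49, with a list median of 0.05 relative to the median probe set, and of -0.02 after quantile normalization. The camera test placed the list higher (adjusted p = 0.0117; adjusted p = 0.933 with an estimated correlation), but lower with the signals as deposited (adjusted p = 0.719, with 0.0458 to 0.889 over the other scalings), and it passed in 2 of the 6 comparisons with an array left out. UQCR-14L, which encodes a subunit of complex III, had a log2 fold change of 0.49 (standard error 0.19, adjusted p = 0.381). Of 18 citrate cycle genes, likewise, none passed limma's adjusted threshold, 1 was higher at an unadjusted p under 0.05, and the methods' t-test called none. Their list stood higher (camera adjusted p = 0.0456; adjusted p = 0.933 with an estimated correlation), did not pass under any other scaling, and passed in 1 of the 6 comparisons with an array left out.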

Flies challenged with METH differentially expressed multiple genes and exhibited changed protein levels associated with the mitochondrial ETC, potentially leading to ROS formation. 

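Cytochrome P450s are heme enzymes that insert an oxygen atom into drugs, hormones and fatty acids with electrons from NADPH. When the transfer of electrons is not coupled to the substrate, the same cycle releases superoxide and hydrogen peroxide. Of 81 P450 genes, 23 were higher in METH-treated flies and none was lower at an adjusted p under 0.05 from limma (28 higher and 1 lower when adjusted over the list alone), while 1 was lower under the other scalings. The count was 12 higher with low values floored and 8 without the trend. All these calls come from the samples that the paper used, and part of them stand in Table S5, so the count is not independent evidence. At an unadjusted p under 0.05, 33 were higher and 1 lower, and the methods' t-test called 23 higher and none lower. Cyp6a8 rose from 22.0 ± 2.33 to 330 ± 71.8% of the actin reference (SD, n = 3 each; log2 fold change 3.90, standard error 0.18, adjusted p = 4.8e-08). Cyp6w1 rose from 37.8 ± 2.24 to 472 ± 73.8%, with a log2 fold change of 3.63 (standard error 0.17). Cyp28a5 had a log2 fold change of 2.37 (standard error 0.17). These were higher on all METH arrays. The remaining 58 genes did not pass the threshold, and the list's median was 0.14 relative to the median probe set. The family stood higher than other genes (camera adjusted p = 2.0e-09; adjusted p = 0.654 with an estimated correlation).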

High levels of P450s, which we observed in METH-treated *Drosophila*, in some cases can also lead to the generation of ROS during detoxification and catabolism, which can cause downstream ROS formation. For example, the degradation of the endoplasmic reticulum [56], the main Ca^2+^ storage areas of the cell, disrupts Ca^2+^ homeostasis [57]. Dysregulation of Ca^2+^ homeostasis can lead to cell death, especially under conditions of oxidative stress, because high levels of cytoplasmic Ca^2+^ can cause the formation of nonspecific pores, known as permeability transition pores, in the inner mitochondrial membrane. These pores may cause the mitochondria to swell massively, depolarize, and generate ROS, leading to cell death [58]. Additionally, the tumor suppressor p53 protein is induced by ROS, leading to apoptosis following treatment with METH [59], [60], [61].

**Figure 2:**
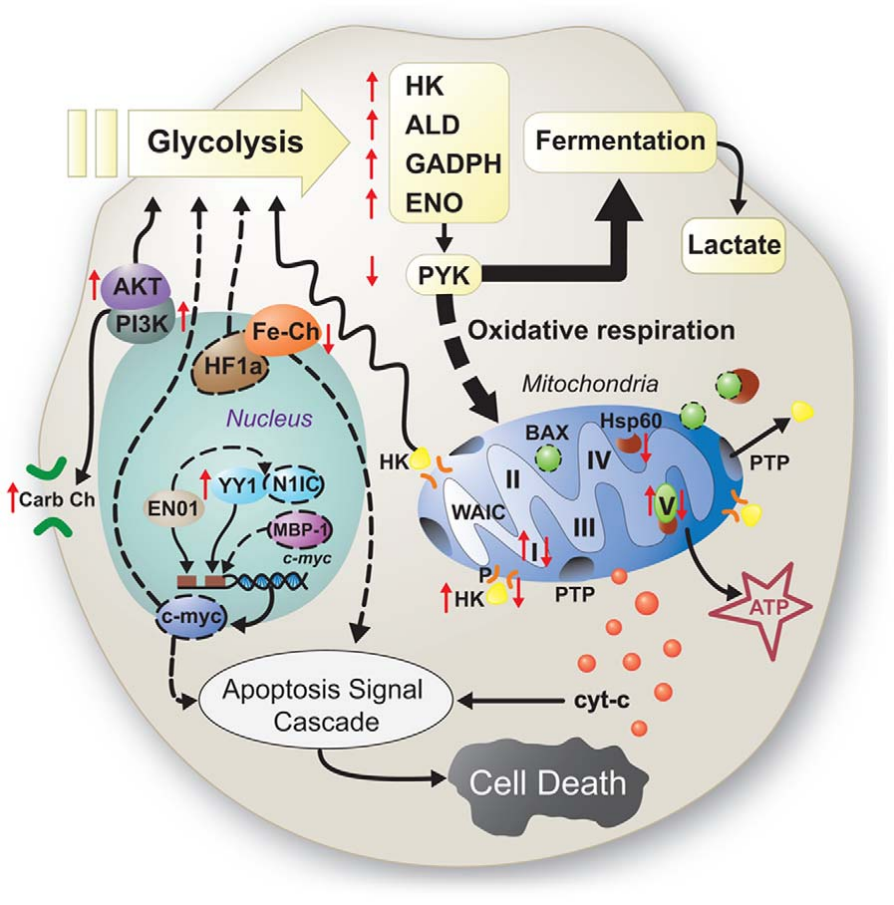
Changes in energy metabolism and apoptosis in response to METH treatment. In METH metabolic syndrome, key glycolytic enzymes [*i.e.*, HK (hexokinase), ALD (aldolase), GAPDH (glyceraldehydes 3-phosphate dehydrogenase), and ENO (enolase)] are up-regulated (upward-pointing red arrows), presumably leading to higher glycolytic flux. PYK (pyruvate kinase), however, was down-regulated (downward-pointing red arrow), diverting pyruvate away from oxidative respiration towards fermentation to lactic acid. Mitochondrial degradation (see Figure 3 for detailed discussion) and dysregulation of the electron transport chain (see Figure 1) may also contribute to decreased oxidative respiration. Hsp60 binds to BAX, preventing apoptosis. Thus, the down-regulation of Hsp60 observed with METH exposure may potentially increase free BAX, leading to apoptosis. Multiple genes known to transcriptionally regulate glycolysis and/or apoptosis were differentially regulated during METH exposure, including (i) AKT and PI3K, which were up-regulated, enhancing glycolysis and carbohydrate transport across the cellular membrane, and (ii) iron chelators (Fe-Ch), which were down-regulated and are known to interact with HF1a (genes not detected experimentally, indicated by dashed lines). In addition, ENO1 and YY1, which suppress and activate, respectively, the transcription of c-Myc, were both up-regulated, suggesting a loss of fine control over c-Myc. c-Myc in turn regulates the transcription of many other genes including those involved in apoptosis and glycolysis.

ROS react with and cause damage to cellular macromolecules, including DNA and membrane phospholipids. For example, ROS can chemically modify and fragment DNA [62], potentially leading to genetic mutations. Helicases play a central role in repairing DNA damage caused by UV-light and ROS. These proteins also reverse the DNA damage associated with replication errors and thus help maintain genomic stability. Our observation that one helicase was down-regulated (Table S2) is consistent with the hypothesis that METH causes oxidative DNA damage [63].

For membrane phospholipids, ROS cause lipid peroxidation, a process that may result in the degradation of cellular and mitochondrial membranes. The resulting change in mitochondrial membrane permeability triggers a signaling cascade that causes the release of cytochrome c into the cytoplasm, triggering the downstream caspase-dependent apoptosis [64]. Mitochondrial degradation might contribute to higher levels of free Ca^2+^ that can in turn activate phospholipase A, promoting the hydrolysis of membrane phospholipids, which further disrupts the cellular compartmentalization of Ca^2+^. Furthermore, P450 enzyme systems, which were up-regulated in METH-exposed *Drosophila*, in some cases modulate Ca^2+^ channels that in turn trigger fluxes of Ca^2+^ [65]; these further increase levels of intracellular free Ca^2+^. An imbalance in Ca^2+^ homeostasis due to oxidative stress is also an important factor in heart disease [66].

Iron also plays a role in responses to oxidative stress. Free iron, through the Fenton reaction, can produce harmful free radicals from hydrogen peroxide [67]. Ferritin, a major regulator of iron homeostasis [68], chelates iron and prevents the Fenton reaction. Therefore, it is reasonable to hypothesize that the down-regulation of ferritin that we observed with METH-exposure could enhance the generation of ROS.

### Integrating the effects of METH on cellular pathways

METH-treated *Drosophila* differentially expressed multiple genes, proteins, and pathways associated with both hypoxia and the Warburg effect (aerobic glycolysis) [16], [17] (Figure 3). 

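Under low oxygen, the HIF-1 homologues sima and tgo turn on glycolytic enzymes and tracheal growth factors, and prolyl hydroxylases with Vhl keep them in check. In the Warburg effect, glycolysis runs at a high rate although oxygen is present. None of 8 hypoxia response genes passed limma's adjusted threshold, and none was past an unadjusted p of 0.05 or called by the methods' t-test. Their log2 fold changes ran from -0.21 to 0.44, and their median was -0.17 relative to the median probe set (camera adjusted p = 0.432). The growth factor gene bnl had a log2 fold change of 0.44 (standard error 0.40, adjusted p = 0.606), and tgo had 0.21 (standard error 0.25, adjusted p = 0.696). Of 10 genes of PI3K and AKT signalling, none was called by any of these tests either. In simulated data with independent probe sets and the spread that limma itself estimated, limma found 41.9% of probe sets changed by 1 on the log2 scale. Recovery in real data may be lower.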

In the mammalian liver, pyruvate kinase is positioned at a key branch-point in glucose metabolism, and a high expression level of this protein is correlated with the aerobic status of the cell [69]. This enzyme was down-regulated in the METH-treated flies, suggesting that METH either induces an anaerobic response or a Warburg-like effect [70] or some third hitherto unknown process.

**Figure 3:**
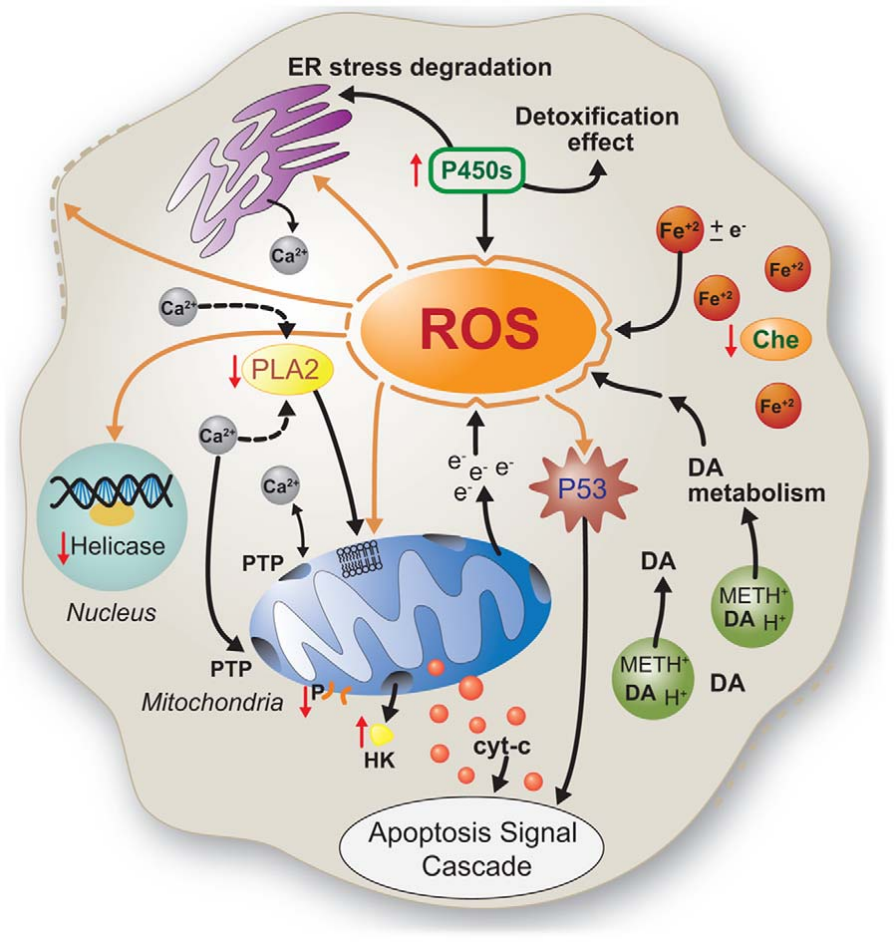
METH exposure may promote oxidative stress through multiple mechanisms. First, cytochrome P450s are up-regulated (upward-pointing red arrow) to potentially detoxify METH but in some cases also produce reactive oxygen species (ROS) byproducts. Second, METH, a weak base, is known to alkalinize dopamine (DA)-containing vesicles, promoting DA release into the cytosol. Cytosolic DA is rapidly degraded, resulting in ROS byproducts. Third, iron chelators are down-regulated (downward-pointed red arrow), potentially increasing the concentration of free iron, a known source of ROS. Fourth, degradation of the mitochondria, potentially resulting from (i) the ability of high cytosolic Ca^2+^ to promote the formation of permeability transition pores (PTP), (ii) increased membrane hydrolysis by Ca^2+^-dependent phospholipase A_2_ (PLA2) in the presence of increased Ca^2+^, (iii) the direct effects of ROS on mitochondrial integrity, and (iv) the potential effects of altered HK/porin ratio - HK detachment from mitochondria on PTP formation. This may cause the mitochondria to uncouple and result in ROS production. The cellular targets of oxidative stress, indicated by orange arrows, include membrane phospholipids; p53, a gene that regulates apoptosis; and DNA.

The heat shock protein 60 (Hsp60), primarily a mitochondrial Hsp, is also an indicator of the aerobic status of the cell and is involved in the apoptotic response [70], [71]. Hsp60 is expressed at high levels in normal cells, but hypoxia decreases its expression and/or changes its cellular distribution [70], causing apoptosis. Indeed, decreasing the level of Hsp60 in cardiac myocytes was sufficient to cause apoptosis [71]. Hsp60 forms a macromolecular complex with the pro-apoptotic protein BAX, which blocks the ability of BAX to translocate to the mitochondria and to promote apoptosis *in vivo* [70]. The reduced expression of the Hsp60 protein in METH-treated flies, which we observed, supports the idea that METH induces hypoxia.

Levels of the mitochondrial ATP synthase, *bellwether*, increased with METH exposure. The over-expression of the subunits of the catalytic core of the mitochondrial F_(0)_–F_(1)_ ATP synthase complex, including the alpha-subunit, are correlated with apoptosis [72]. Up-regulation of these proteins apparently causes a transient increase in intracellular ATP levels, which is necessary for apoptosis [72]; pharmacologically inhibiting ATP synthase blocks apoptosis. Apoptosis is induced in response to a specific signal that indicates an imbalance between aerobic and anaerobic ATP biosynthesis [69].

Several oncogenes have been implicated in the Warburg effect, including the serine-threonine kinases (AKT) that enhance glucose uptake and aerobic glycolysis in cancer cells [73] and are able to do so independently of hypoxia-inducible factor (HIF-1); the levels of two AKT proteins significantly changed in the METH-treated flies. AKT mobilizes glucose transporters to the cell surface to enhance glucose uptake and activates hexokinase (HK) [73], a protein that was over-expressed in the METH-treated flies. Elstrom and co-workers reported that through these effects, AKT is able to enhance glycolytic flux without affecting mitochondrial oxidative phosphorylation, thereby presumably contributing to the Warburg effect [73]. Moreover, the AKT and phosphatidylinositol triphosphate kinase (PI3K) protein levels were up-regulated in METH-treated flies. The PI3K-AKT signaling pathway promotes cell growth, increases glucose uptake, influences cell cycle progression, and prevents apoptosis through multiple mechanisms [73].

The transcription factor c-Myc, a known oncogene, regulates the cell cycle, differentiation, apoptosis, metabolism, and cellular responses to oxidative stress. Typically, the expression of c-Myc is tightly regulated by multiple transcriptional activators and repressors. 

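Myc proteins act as partners of Max to raise transcription of genes of growth and glycolysis, and Mnt competes for Max. In human cells a protein from the enolase transcript represses c-Myc, and YY1, whose Drosophila homologues include phol, binds c-Myc. Of the fly homologues, Max, Mnt, phol and Eno were measured by a probe set paired with a single gene, and none of these 4 passed limma's adjusted threshold, an unadjusted p of 0.05 or the methods' t-test. Eno, which encodes enolase, went from 679 ± 115 to 888 ± 97.9% of the actin reference (SD, n = 3 each; log2 fold change 0.40, standard error 0.23, adjusted p = 0.469). Max had a log2 fold change of 0.22 (standard error 0.16), and Mnt one of 0.26 (standard error 0.46).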

In METH-treated *Drosophila*, however, multiple genes that regulate c-Myc were differentially expressed. For instance, YY1 transcription factor, which has previously been associated molecular responses to oxidative stress and heart disease [74], [75], activates the transcription of Notch 1 transcription factor (N1IC) [76]. Subsequently, the N1IC-YY1 complex binds to the major promoter of the c-Myc gene and activates its expression [76]. In addition, enolase, which was up-regulated in METH-treated flies, and promoter binding protein 1 (MBP-1), which results from an alternative translation initiation codon of the enolase gene, are transcriptional repressors of c-Myc [77]. The simultaneous up-regulation of transcriptional activators and repressors suggests that METH disrupts the fine control of c-Myc.

Interestingly, c-Myc has been associated with the direct activation of aerobic glycolysis in human cancers. 

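Glycolysis splits glucose into pyruvate in the cytosol, beginning with hexokinase, and gluconeogenesis runs the opposite way through phosphoenolpyruvate carboxykinase and fructose bisphosphatase. None of 13 glycolytic genes passed limma's adjusted threshold, 2 were higher and none lower at an unadjusted p under 0.05, and the methods' t-test called none. Their median was 0.07 relative to the median probe set (camera adjusted p = 0.156). Hex-C, a hexokinase gene, went from 186 ± 6.15 to 304 ± 61.5% of the actin reference (SD, n = 3 each; log2 fold change 0.69, standard error 0.19, adjusted p = 0.142), and it was the gene that passed when adjusted over the list alone. Pgi had a log2 fold change of 0.37 (standard error 0.21, adjusted p = 0.458). Pepck1, of gluconeogenesis, rose from 295 ± 31.2 to 622 ± 48.0% (SD, n = 3 each; log2 fold change 1.08, standard error 0.19, adjusted p = 0.00983), and did not pass without control replicate 3, without METH replicate 1, with low values floored or without the trend.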

Numerous METH-responsive glycolytic genes and proteins detected in our microarray and proteomic analysis are known to interact with c-Myc (Figure S3). For example, c-Myc activates many glycolytic genes, including hexokinase (HK) and enolase [78], [79], both of which were over-expressed in METH-treated flies.

Increased glycolytic activity requires increased glucose uptake via glucose transporter proteins and the increased expression of glycolytic enzymes. 

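Glucose and trehalose cross cell membranes through facilitative transporters, a family with many members in flies, most of which have no assigned substrate. Of 27 genes of glucose and trehalose transport, 1 was higher in METH-treated flies and none was lower at an adjusted p under 0.05 from limma (3 higher when adjusted over the list alone), and 1 was lower with the signals as deposited and after quantile normalization. At an unadjusted p under 0.05, 5 were higher and none lower, and the methods' t-test called 1 higher. The higher gene was CG33282, a predicted sugar transporter that also stands in Table S5, which rose from 17.6 ± 1.31 to 60.3 ± 12.4% of the actin reference (SD, n = 3 each; log2 fold change 1.76, standard error 0.18, adjusted p = 1.2e-04). It did not pass with low values floored or without the trend. CG3285, another member, had a log2 fold change of 0.85 (standard error 0.23, adjusted p = 0.136). The list did not stand apart from other genes (camera adjusted p = 0.436).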

METH treatment induced changes in the flies' expression of glucose transporters, adolase (Ald), and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (Table S2). Ald and GAPDH are associated with the production or elimination of glyceraldehyde-3-phosphate in the process of glycolysis or gluconeogenesis, and are differentially expressed under many physiological conditions, such as cancer, hypoxia, and apoptosis [80], [81].

The Warburg effect is also associated with other apoptotic pathways, including one that is induced by voltage-dependent anion channels called porins [82]. Porins are located in the outer mitochondrial membrane and have been widely implicated in the initiation of the mitochondria-mediated intrinsic pathway of apoptosis. Furthermore, porins have been characterized as an important component in the distribution of mitochondrial membrane cholesterol, which in turn is associated with aerobic glycolysis [82]. Importantly, porin is a binding partner for HK, a protein associated with the Warburg effect [82], [83]. The increased affinity of porin to HK increases cellular access to ATP, which increases use of the glycolytic pathway. Therefore, the direct binding of HK to porins and the involvement of porins in cell death suggest that interactions between HK and porin are a component of apoptosis regulation by HK [83]. In METH treated flies, porins were under-expressed and HK protein increased more than 10-fold. It is possible that alterations in the HK-porin relationship influence the apoptotic pathway. This prediction is supported by a recent report that the over-expression of HK in human cells suppressed cytochrome c release and apoptotic cell death [83]. In addition, a single mutation in porin decreased HK binding, diminishing the protection that HK offers against cell death. Alternatively, Chiara and co-authors suggested that HK detachment (independent of porins) from mitochondria induces the PTPs that cause mitochondrial degradation and apoptosis [84]; furthermore, Shoshan-Barmatz and co-authors observed that over-expression of HK corresponds to an anti-apoptotic defense mechanism used by malignant cells [85].

Both enolase (which synthesizes phosphoenol pyruvate) and calcium ion homeostasis are also involved in apoptosis. Some cancers, such as neuroblastoma, have an associated genomic deletion that corresponds to the enolase gene *(ENO1)*. When a functional copy of enolase is transfected to this type of cancer cell, it causes apoptosis [86]. Additionally, METH-treated flies up-regulated enolase 10-fold. Calcium also has an important role in signaling pathways associated with cell death and drug resistance [87]. The cytosolic Ca^2+^ concentration is controlled by interactions among transporters, pumps, ion channels, and binding proteins. Consistent with these observations, METH treatment affected the expression of several calcium-binding proteins (Table S2). *Drosophila* possessing a mutant Giiispla2 gene (Table S6), which encodes a Ca^2+^ binding protein, was more susceptible than the *w^1118^* control to METH, suggesting that the disruption of Ca^2+^ homeostasis affects apoptosis. Alternatively, increased susceptibility of the Giiispla2 mutants might be related to altered arachidonic acid metabolism (Table S1).

Iron chelators also activate a hypoxia stress-response pathway. We found that the METH syndrome decreases the expression of ferritin and aconitase (Table S2). Iron chelators induce the expression of hypoxia-inducible factor-1 (HIF-1) and glycolytic enzymes [16], [88]. These studies highlight the diversity of cellular responses to iron chelators and suggest that these multifunctional antiapoptotic agents may enhance survival by suppressing ROS generation as well as by inducing glycolytic enzymes, such as aldolase and enolase, and glucose channels. Changes in the expression of these genes are observed in the METH syndrome (Table S2 & Table 1).

In summary, our observations indicate that METH impacts pathways associated with hypoxia and/or the Warburg effect, pathways in which cellular energy is predominantly produced by glycolysis rather than by oxidative respiration. These results are consistent with the fact that METH use is associated with the formation of lactic acid (Figure 2) [8]; lactate dehydrogenase mRNA was over-transcribed 1.8-fold in METH-treated flies (*p*<0.01). Further work is required to validate the role of these pathways in response to METH. However, an approach based on systems biology, validated by mutant analysis or feeding studies or both, has the potential to accelerate the discovery of the molecular effects of drugs and potential dietary factors that can alleviate the effects of drugs. Additionally, two mutants for two separate genes with previously unknown function (CG14280 and CG7796) were more susceptible to METH (as compared to the non-mutant control flies), raising the possibility that systems biology in combination with targeted mutant analysis could be useful for elucidating other unknown aspects of METH toxicity (Table S6).

## Materials and Methods

### *Drosophila melanogaster* stock

The *w^1118^* strain was obtained from Dr. Misha Ludwig (University of Chicago) and reared on the Formula 24® *Drosophila* diet (Carolina Biological Supply, Burlington, NC) at 22–23°C and 60–70% humidity.

### METH bioassays

For microarrays and proteomic and metabolomic experiments, virgin male flies were collected during the sixth to seventh hours following eclosion from the pupae [89] and cultured for 5 days. Twenty of these flies were then placed on a standard fly diet (control) or a diet supplemented with 0.6% (w/v) METH (Sigma, M8750, St. Louis, MO) for 24 h. Three biological replicates were performed for each experiment (for a total of six samples). At the end of the 24 h feeding period, the 20 flies were collected, flash-frozen in liquid nitrogen, and stored at −80°C. These samples were subsequently used in the DNA oligoarray experiments, proteomic or metabolite analyses.

For toxicology experiments of sugar feeding treatments, virgin male flies were collected as aforementioned, and cultured for 5 days. Nine of these flies were placed on one of following diets: 1) 0.6% (w/v) METH (methamphetamines), 2) 0.6% METH+5% (0.189M) trehalose (Sigma, T9449, St. Louis, MO), 3) 0.6% METH+5% (0.189M) sucrose (Sigma, 84097, St. Louis, MO), and 4) 0.6% METH+0.189M sorbitol (Sigma, W302902, St. Louis, MO). Three biological replicates were performed for each treatment.

For toxicology experiments of mutant flies, 3–5-day-old male flies were collected to determine the lethal time 50 (LT_50_). Five of these flies were placed on either a standard fly diet (control) or a diet supplemented with 0.6% (w/v) METH. Six biological replicates were performed for each mutant. Mutant flies were ordered from Bloomington *Drosophila* Stock Center at Indiana University.

### Microarray experiment

Total RNA was extracted using Trizol reagent for each replicate (Invitrogen Life Technologies, Carlsbad, CA). Three replicates each were used for control and METH-treated flies. DNA contamination was removed by DNaseI set (Qiagen Inc., Valencia, CA) followed by another step of Trizol extraction to remove DNase. Affymetrix oligoarray experiments were performed as described in Pedra *et al.* [90]. Amplified cRNA was hybridized to Affymetrix *Drosophila* Genome 2.0 Arrays (Affymetrix, Santa Clara, CA); this array allows for the potential analysis of over 18,500 different *Drosophila* transcripts. Gene-chip-operating software (GCOS 1.4) was used to quantify the images. Microarray data were deposited in the Gene Expression Omnibus (GEO) database with accession number GSE16198.

### Quantitative real time PCR (qRT-PCR)

cDNA was synthesized using 1 µg of total RNA with iScript cDNA kit (Bio-Rad, Hercules, CA) in a 20 µl reaction. Primers (Table S7) were designed by primer3 online and Genscript Real-Time PCR Primer Design (http://fokker.wi.mit.edu/primer3/input.htm & https://www.genscript.com/ssl-bin/app/primer). The 2× iQ SYBR Green Supermix was purchased from Bio-Rad (Hercules, CA). qRT-PCRs were performed on an iCycler Thermal Cycler with an annealing temperature of 60°C and 30 cycles. Each cDNA sample has triplicates. The statistical analyses of the relative gene expression level were performed using the SAS TTEST (SAS Institute Inc., Cary, NC). AFFX-Dros-ACTIN_M_r was used as the reference gene, and the significance analysis of the microarray (SAM) and transcriptional analyses of 21 genes were performed on it.

### Metabolomic and GC/MS procedure

For metabolite extraction, each sample was removed from the freezer and 200 µL of 100% ethanol was added to each tube. A sterile plastic pellet pestle was used to grind each sample for 3 minutes. The samples were then placed onto a heating block set to 80°C. After 10 minutes, 400 µL of methanol/water (50∶50 v/v) mixture was added and vortexed for 30 minutes at room temperature. Once the extraction was complete, the tubes were centrifuged at 13,000 g for 10 minutes. The supernatant was transferred to a new tube and dried using a rotary evaporation device at 43°C for 3 hours. The samples were derivatized with 20 µL of O-Methylhydroxylamine-HCl solution (20 mg/mL anhydrous pyridine) by heating them to 60°C for 30 minutes. Subsequently, 30 µL of MSTFA labeling reagent was added to each tube and incubated at 60°C for one hour. After the heating process, each sample was allowed to cool to room temperature and then transferred to a glass autosampler vial.

The GC-MS instruments used were the Pegasus 4D GCxGC-TOFMS from Leco Corp (St. Joseph, MI), an Agilent 6890N GC, and an Agilent 7683B Series autosampler. The first dimension column was a HP-5MS phase, 30 m length, 0.250 mm I.D., 0.25 um film. The second dimension column was a DB-17 phase, 1 m length, 0.100 mm I.D., 0.10 um film. Both columns were from Agilent. A 3 µL injection was made for each sample using helium as a carrier gas at a flow rate of 1 mL/minute.

The front inlet split was set to 20 and the inlet temperature was 280°C. The temperature gradient was as follows: 50°C for 0.20 minutes, ramped 10°C/min to 250°C and held for 10 minutes, ramped 25°C/min to 300°C and held for 5 minutes. The second dimension temperature profile was exactly the same, only +20°C. The transfer line between GC and MS was set to 250°C. The MS had a solvent delay of 150 seconds. Data were collected from 30–1000 m/z with an acquisition rate of 100 spectra/second. The detector voltage was 1700 and electron energy was −70 V. The ion source was set to 200°C. All data were processed using Leco ChromaTOF software (Version 3.32). Area and height calculations were based on the 73 ion. Standard curves for the trehalose metabolite were generated, using an equimolar mixture of standards at 5 concentrations (0.5, 0.25, 0.05, 0.025, and 0.005 µmols).

### Statistical analyses for FDR in microarrays, cellular metabolomics, and toxicity

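AFFX-Dros-ACTIN_M_r interrogates the middle part of an actin transcript and serves on the array as a control of RNA quality. Its signal was 1041 ± 155.7 on the control arrays and 799.9 ± 88.5 on the METH arrays (SD, n = 3 each). As a measure of RNA integrity, the log2 ratio of the 3' to the 5' actin probe set was 0.62 ± 0.08 on the control arrays and 0.74 ± 0.18 on the METH arrays, and that of GAPDH was 0.90 ± 0.09 and 0.98 ± 0.06 (SD, n = 3 each). METH replicate 2 stood apart from the other arrays: its ratio was 0.95 for actin against 0.54 to 0.69 on the others, 1.47 for eIF-4a against 0.92 to 1.17, 1.06 for GAPDH against 0.79 to 0.97, and -0.33 for 18S rRNA against -0.06 to 0.63.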

The oligoarray data were transformed by log base 2 and normalized by AFFX-Dros-ACTIN_M_r, and then analyzed using the significance analysis of microarrays (SAM) [91]. A list of genes with associated *q*-values [92] was generated using defined false discovery rates (FDRs) (we used 5% and 10%). The *q*-value gives the minimum value at which that gene will be considered significant. The cellular metabolomics dataset was analyzed by absolute quantification: a separate standard curve was completed for each metabolite, which allowed us to regress the density (area under the curve) to a known concentration of the metabolite. The standards curve was estimated by regressing density on concentration to obtain the linear coefficient. This coefficient, estimated independently for each metabolite, was then used to convert observed densities in the experimental data to quantities (µmoles) of the cellular metabolites.

The quantified data were then transformed by logs and analyzed by SAS Proc Mixed as a split plot with treatments; biological replicates within treatments were analyzed as whole plot effects, and cellular metabolites and cellular metabolite×treatment interactions were analyzed as split plot effects since all cellular metabolites sampled were correlated within a replicate. Replicates within treatments were the error term used to test treatment effects, while residue was used to test cellular metabolite×treatment interactions. The cellular metabolite×treatment interaction was the term of greatest interest, as it indicated which cellular metabolites were being affected by treatments. If the interaction was significant, means by cellular metabolite were compared for treatment effects by comparisons using single degrees of freedom.

For the toxicology experiments involving sugar feeding (Table S7) and mutant screening (Table S8), data were analyzed using the PROBIT procedure of SAS. The PROBIT procedure computes maximum likelihood estimates of the parameters of the probit equation using a modified Newton-Raphson algorithm. When the response Y is binary, with values 0 and 1, the probit equation is p = Pr(Y = 0) = C+(1−C)F(x'B), where B is a vector of parameter estimates, F is a cumulative distribution function (normal, logistic, or extreme value), x is a vector of explanatory variables, p is the probability of a response, C is the natural (threshold) response rate. The PROBIT procedure fits a common slope cumulative model, which is a parallel-line regression model based on the cumulative probabilities of the response categories rather than on their individual probabilities. The cumulative model has the form Pr (Y<i|x) = F(α+x'B). In our case we used the cumulative normal distribution for F, and x is log(time). The LT_50_ is estimated as LT_50_ = −α/B because when Pr (Y<i|x) = .5, the x corresponds to the center of the standardized normal distribution, or when α+x'B = 0. We estimated the LT_50_ with at least 5 independent data sets for each mutant. The error variance for the LT_50_ was estimated empirically as the variation among replicate estimates of the LT_50_ for that mutant and pooled across mutants. The combined data set was then analyzed by Proc GLM with mutants as treatments. Because there were different numbers of replicates per treatment, least squares means were computed for each mutant with corresponding standard error of the mean. Means were separated using planned comparison to the control only to control experiment wise error rate.

### DNA transcription factor binding motif analyses

The method of analysis was as described by Li *et al.* [93]. Transcription factor binding motifs (TFBMs) may regulate gene transcription in response to METH. Thus, we assessed the potential TFBMs of the 18 up-regulated genes (5% FDR) and 5 down-regulated genes (10% FDR) in response to METH treatment. 

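Significance analysis of microarrays divides each difference by its spread plus a constant and reads false discovery rates from permuted labels, of which 3 arrays against 3 allow 20. Such a permutation scale is coarse, so the number of genes at a given q moves in steps. Run on the log2 values with the actin reference, SAM called 14 probe sets higher and none lower in METH-treated flies at q under 5%. At q under 10% it called 59 higher and 8 lower, and these counts moved strongly with the processing, to 5631 and 211 with probe sets below the 40th percentile of mean signal left out, and to 3 and none without control replicate 3. The 5 probe sets that Table S5 lists as lower all had q under 10%.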

The promoter regions near the genes were analyzed. The analysis included the 800 bp upstream and 200 bp downstream region from the transcription start site (TSS) of the gene. The distance indicates a dissimilarity measurement between any pair of position weight matrices (PWMs), so the smaller the value, the more similarity between the PWM and the mammalian TFBM. Distances of 0.1 or less indicated that the *D. melanogaster* TFBM was very similar to the respective mammalian one.

### Proteomic analyses

#### Sample preparation

Proteins were denatured and reduced with 8 M Urea (Fischer Scientific) and 10 mM dithiothreitol (DTT) (Fischer Scientific) for 1.5 hours at 37°C followed by further reduction and alkylation with 0.5% Triethylphosphine (TEP), 2% 2-Iodoethanol and 97.5% Acetonitrile for 1.5 hours at 37°C. Proteins were trypsin digested at a ratio of 1∶50 (w/w trypsin/protein) overnight at 37°C. The supernatant was removed and applied to a C18 microspin column (Nest Group, Southborough, MA) for buffer exchange and desalting. The resulting peptides were dried down and resuspended in 100 µl 0.01% TFA in water.

#### NanoLC-Chip-MS

The peptides (0.5 µg) were concentrated on the on-chip 300SB-C18 enrichment column at a flow rate of 4 µl/min for 5 minutes and separated with the on-chip C-18 reversed phase ZORBAX 300SB-C18 (0.75 µm×150 mm; Agilent) analytical column coupled to the electrospray ionization (ESI) source of the ion trap mass spectrometer (1100 Series LC equipped with HPLC chip interface, Agilent, XCT Plus, Agilent). A 55 min linear gradient from 5%–35% buffer B (100% acetonitrile, 0.01% TFA) at a rate of 300 nl/min, followed by a 10 minute gradient from 35%–100% buffer B was used to elute the column. After elution of the column, an isocratic flow (5% buffer B) at 300 nl/min was used for equilibration.

#### NanoLC-Chip-MS/MS and targeted MS/MS

Peptides were separated on a nanoLC-Chip system (1100 Series LC equipped with HPLC chip interface, Agilent, Santa Clara, CA) using the same platform as described above. Automated MS/MS spectra were acquired during the run in the data-dependent acquisition mode with the selection of the three most abundant precursor ions.

#### Data mining

The raw data files were converted into mzXML format using Bruker's CompassXport program and then analyzed using the “Proteomics Discovery Pipeline” (PDP). A chi-square statistical analysis was used to determine the significant peaks that were present in one group (*e.g.* treated) but not in the other (untreated). Peaks present in both sample groups but with significantly different intensities were evaluated by the standard two-sample t-test. The peptide peaks were ranked by their *p*-values and by their fold-change. The cut-off values were set at a 5% false discovery rate (*p*-value<0.05) and 2-fold or greater change in protein quantity. All peaks with *p*-values less than the cut-off were selected as differentially expressed peptides between the treated and untreated groups.

#### Protein identification

NanoLC-Chip-MS/MS results were analyzed using Spectrum Mill A.03.02.060 software (Agilent Technologies) and searches were performed against the National Institutes of Health National Center for Biotechnology Information (NCBI) protein database specifically for *Drosophila*. The parameters of the search were as follows: no more than two tryptic miscleavages allowed, cysteine searched as iodoethanol, 1.0 Da peptide mass tolerance and 0.7 Da MS/MS mass tolerance. Only peptides with a score of 6 or higher and %SPI of 60 or higher were considered true positives.

#### Overlap of MS and MS/MS data

A significant peak list, a treated peptide/protein list and an untreated peptide/protein list were generated from MS and MS/MS data, and the lists were combined. The MS and MS/MS raw data were compared to guarantee that the molecular information [m/z (+/−0.7 Da), retention time (+/−0.5 min), charge state] and chromatographic patterns were the same.

#### Gene ontology and KEGG analyses

The GeneChip *Drosophila* Genome 2.0 Array contains probe sets interrogating 18,952 genes from *Drosophila*, 14,705 of which used in the design of this array can be found in Flybase (http://flybase.org/). 

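Of the probe sets tested, 13647 were paired with a single gene in the platform annotation, 402 with several genes and 4720 with none. Those with a single gene covered 11982 distinct genes, of which 1094 had several probe sets, and the brightest probe set then stood for the gene. The 183 control probe sets of the array left the comparison after the scaling.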

A combination of fold-change and test *p*-value methods are used to identify differentially expressed genes between control and METH treatments. For this method, genes were ordered on *p*-values derived from the t-statistic and reported only when a fold-change was greater than the given threshold–a practice commonly used in cDNA microarray data analysis [94]. 

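With the thresholds of p of 0.005 or less and at least 1.5-fold, the methods' t-test on the values scaled to the actin reference called 173 probe sets higher and 48 lower in METH-treated flies. After Benjamini-Hochberg adjustment of the same test, 2 passed an adjusted p of 0.05, both higher.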

Cutoff was set by a *p* value≤0.005 and the absolute fold-change ≥1.5 to choose differentially expressed genes.

Gene ontology categorization and pathway comparison were performed using the following databases: gene ontology (GO) system (http://www.geneontology.org) [95] and Kyoto Encyclopedia of Genes and Genomes (http://www.genome.ad.jp/kegg/) [96]. Fisher's exact test was used to test the statistical significance of associations between the gene list and expression changes and function set [97]. Significance levels for pathway comparisons were set by hit number >2, allowing any assumptions about the shape of sampling distribution of population to be avoided.

#### Network analyses

Differentially expressed transcripts and proteins identified in this study were compared with known networks in MetaCore integrated knowledge database using statistical tests and scoring for network relevance to the dataset, functional processes, cellular pathways and transcription factors of GeneGo software (http://www.genego.com/metacore.php) and DAVID. MetaCore™ is based on a proprietary manually curated database of human protein-protein, protein-DNA and protein compound interactions, metabolic and signaling pathways for human, mouse and rat, supported by proprietary ontologies and controlled vocabulary. The most highly significant pathways are summarized in Figure S2 and S3.

## Supporting Information

Figure S1 **Human gene orthologs of proteins in *Drosophila melanogaster* associated with the METH response.** *Drosophila* genes and their respective human gene orthologs were compared using David annotation software. The genes found to have the same function in *Drosophila* and humans were used to create the pie chart. The genes (Entrez_GeneID) observed for each of the pathways are: glycolysis (31532, 33351, 33824, 35728, 42185, 42620, and 43447), biotin metabolism (31551, 32095), steroid metabolism (53507 and 53511), oxidative phosphorylation (42591, 43829, 37617, 42291, and 41550), pyruvate metabolism (42620 and 42185), lipid metabolism (33824 and 33839), amino acid metabolism (41561), apoptosis and survival (35748), citrate cycle (42185), and starch and sucrose metabolism (53507 and 326264).
(TIF)

Figure S2 **Regulatory process maps based on proteomic and transcriptomic data.** Statistically significant regulatory process maps (networks) using genomic and proteomic data from *Drosophila melanogaster* treated with METH. Microarray and protein chip data are shown in red and blue, respectively. The networks maps were identified using the MetaCore integrated knowledge database.
(TIF)

Figure S3 **Regulatory metabolic maps based on proteomic and transcriptomic data.** Statistically significant metabolic maps (networks) in *Drosophila melanogaster* associated METH treatment, based on proteomic and transcriptomic data. Microarray and protein chip data are shown in red and blue, respectively. Common pathways are given in green. The network maps were identified using the MetaCore integrated knowledge database.
(TIF)

Figure S4 **Transcriptional factor binding motifs (TFBMs) impacted by METH exposure.** (A) TFBMs detected from 17 of up-regulated genes with <5% FDR. (B) TFBMs detected from 5 of down-regulated genes with <10% FDR. Sequence logo was generated using the WEBLOGO program.
(TIF)

Figure S5 **Transcriptional factor binding motifs (TFBMs) associated with over-transcribed genes.** Over-transcribed transcripts by methamphetamine in *Drosophila melanogaster* and the possible transcription factor binding motifs (TFBMs) relative to the gene transcription start site (TSS). Different symbols represent possible motifs. All transcripts are labeled with their respective gene names.
(TIF)

Figure S6 **Transcriptional factor binding motifs (TFBMs) associated with under-transcribed genes.** Under-transcribed genes in *Drosophila melanogaster* in response to treatment with methamphetamines and the possible transcription factor binding motifs (TFBMs) relative to the gene transcription start site (TSS). Different symbols represent different possible motifs. All transcripts are labeled with their respective gene names.
(TIF)

Figure S7 **Trehalose levels of METH-fed insects monitored by gas chromatography/mass spectrometry (GC/MS).** (A) GC/MS chromatogram of trehalose (the *x*-axis represents the retention time); the dotted line represents the control sample; the continuous line represents the METH-fed sample at mass 73. (B) Log scale of the area of control vs. METH with standard error bars (*P*<0.01). (C) Spectrum of trehalose. (D) Structure of trehalose that had been silylated using N-Methyl-N-trifluoroacetamide, Sialylation reagent (MSTFA) reagent.
(TIF)

Table S1 **Pathways are ranked by the number of proteins represented on protein chips and the number of genes represented on microarray.**
(XLS)

Table S2 **Proteins observed over- and under-expressed in methamphetamine-fed w1118** ***Drosophila melanogaster*** **adults.**
(XLS)

Table S3 ***Drosophila melanogaster*** **genes and human gene orthologs were compared using David annotation software.**
(XLS)

Table S4 **Potential transcription factor binding motifs (TFBMs) observed from over- and under-transcribed genes in w1118** ***Drosophila melanogaster*** **adults treated with methamphetamine.**
(XLS)

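Genes that respond together to a foreign compound are searched for shared motifs of transcription factors near their promoters. For each of the 68 probe sets of Table S5 the difference had the sign of its ratio in the table, and 60 passed the adjusted threshold of limma (56 of 63 higher and 4 of 5 lower). Without the trend 21 passed, and 44 with low values floored. They were chosen on the same samples, so the count is not independent evidence. In SAM, 63 of them had q under 10%. Ratios of mean values, METH over control, lay within 5% of the table's ratio for all 68. The probe set that the table names Cyp12d1-p, which is paired with several genes, had a ratio of 21.1, where the paper's reported value is 21.08. For Jon25Bii the ratio was 0.102, and the paper's reported value is 0.1. Among the probe sets that did not pass was that of CG6305, which went from 0.942 ± 0.0269 to 0.323 ± 0.0269% of the actin reference (SD, n = 3 each; log2 fold change -1.55, standard error 0.59, adjusted p = 0.384).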

Table S5 **Genes that were differentially expressed in the microarray experiments, based on FDR analysis, at the q<10% levels in** ***Drosophila melanogaster*** **after 5-day-old flies were exposed to a diet containing 0.6% methamphetamine, as compared with flies reared on control diet.** Members of this gene set were used to predict potential transcription factor binding motifs.
(XLS)

Table S6 **The lethal time 50 (LT50) of** ***Drosophila*** **mutants fed media containing methamphetamine.**
(XLS)

Table S7 **The reverse and forward primers used for the qRT-PCR experiments.**
(XLS)

Table S8 **Genes that were differentially transcribed (based on qRT–PCR) in w1118** ***Drosophila melanogaster*** **adults after 5-day-old virgin male flies were exposed to a diet containing 0.6% methamphetamine, as compared with flies reared on control diet.**
(XLS)

Text S1 **Supplemental Results.**
(DOC)

# Supplementary material for: Systems-Scale Analysis Reveals Pathways Involved in Cellular Response to Methamphetamine
**Source:** PLoS One. 2011 Apr 20;6(4):e18215. doi: 10.1371/journal.pone.0018215
**Supplement:** Text S1 — Supplemental Results.

**Supplementary Online Materials**

Supplemental Results

**Potential transcription factor binding motifs (TFBMs) associated with the METH response**

Similar to Dieterich *et al*. [1], Song *et al*. [2] and Li *et al*. [3,4], we employed a false discovery rate (FDR) analysis of microarray data followed by qRT-PCR (Tables S4, S5, S7, S8) in order to determine candidate genes for identifying potential transcription factor binding motifs (TFBMs) associated with xenobiotic responses. We added “-like” to possible TFBMs we observed from *Drosophila,* since the patterns of these potential TFBMs were similar to those of mammals having the corresponding functions (Figure S4-6).

Of the potential TFBMs, Yin Yang 1-like (YY1-like) was the most similar to its mammalian counterpart (Table S4). Previously linked with the METH response in mice [5], YY1 is a 65 kDa zinc finger transcription factor which appears to be highly conserved across vertebrates[6,7]. YY1 is associated with histone acetyltransferase and histone deacetylase cofactors. Amphetamines are known to increase histone H4 acetylation in the striatum of mice [8], with chronic use increasing**histone** H3 methylation on the c-*fos* promoter [9]. Additionally, the YY1 response element, the c-Myc promoter, and -enolase play an interactive role in tumorigenesis [10]. YY1 is (i) associated with increases in human heart failure (a component of the METH syndrome in humans) and (ii) a negative regulator of the alpha myosin heavy chain (MyHC) [11], a protein responsive to METH treatment both in mammals [12] and in *Drosophila* (Table S2).

**Proteases**

From the proteomic data, we also observed a 10-fold increase in arginine kinase, a 10-fold decrease in protein kinase D, and a 5-fold decrease in serine protease inhibitor 2. Oxidative stress has been previously reported to induce arginine kinase expression [13] and protein kinase D activation in intact cells in a dose- and time-dependent manner [14]. Protein kinases have also been linked to the pathogenesis of Parkinson's disease [15] and to responses in the brain to METH treatment [16,17]. Trypsin and trypsin-like serine proteases and their inhibitors are known to play very important roles in brain-related (i) neural development and plasticity, and (ii) neuroregeneration and neurodegeneration [18,19,20,21,22,23,24,25,26]. However, serine proteases and several other proteases increase oxidative stress, indicatingthe potential for direct interaction between proteases and reactive oxygen species (ROS) that contributes to the overall enhancement of oxidative stress that leads to cell death [27].

**Cytochrome P450s and glutathione-S transferases**

Our microarray analyses (using KEGG and FDR) demonstrated that cytochrome P450 and glutathione S transferase (GST) transcripts were up-regulated in response to METH (Table S1, S5).METH is known to induce P450 expression and be metabolized by cytochrome P450s in rats [28], results that are consistent with the up-regulation of P450s detected in *Drosophila*. However, the toxic actions of some chemicals (*e.g.*2,3,7,8-tetrachlorodibenzo-*p*-dioxin) have been associated with the ROS produced by the induction of P450s[29,30]. 

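Transcripts of P450s and GSTs are raised together in insects by nuclear receptors and by CncC when a foreign compound enters the body. In Table S5, 13 probe sets carry names of P450 genes, and all 13 passed the adjusted threshold of limma. They were chosen on the same samples, so this count is not independent evidence. Their ratios of METH to control ran from 2.34 to 21.1, with a median of 5.17. Of the P450 genes outside the table, Cyp6d5 rose from 268 ± 62.7 to 753 ± 91.1% of the actin reference (SD, n = 3 each; log2 fold change 1.51, standard error 0.22, adjusted p = 0.00242). Its values come from the same samples as well. Leaving out each array in turn, 20 to 25 P450 genes and 10 to 11 GST genes were higher and none of either was lower by limma. The paper sets the rise of P450 transcripts beside reports that METH induces P450s in rats and is metabolized by them, and states that high levels of P450s can in some cases add to reactive oxygen species.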

Different drugs selectivelyinduce P450s, and P450 families 1,2, 3, and 4 have been reported to play a role in the generationof ROS [31,32]. Seven GST genes were up-regulated in response to METH in *Drosophila*; GSTs can be induced in the kidney and hypothalamus of rats by d-amphetamine treatment [33,34]. In addition to detoxifying drugs, GSTs also allow organisms to reduce oxidative stress [35,36]. 

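GSTs join glutathione to electrophilic compounds and reduce lipid peroxides; in flies the Delta and Epsilon classes form gene clusters that expanded in insects. Of 36 GST genes, 11 were higher in METH-treated flies and none was lower at an adjusted p under 0.05 from limma (17 higher when adjusted over the list alone), and 11 to 14 were higher and none lower under the other scalings. Flooring low values left 4 higher, and leaving out the trend left 1. Table S5, chosen on the same samples, holds several of them. At an unadjusted p under 0.05, 19 were higher and none lower, the methods' t-test called 13 higher and none lower, and SAM at q under 10% called 5. GstD2 rose from 14.1 ± 3.26 to 299 ± 62.9% of the actin reference (SD, n = 3 each; log2 fold change 4.42, standard error 0.21, adjusted p = 4.8e-08). GstD9 rose from 114 ± 7.58 to 376 ± 58.6%, a log2 fold change of 1.71, and did not pass without the trend. GstD1, of the Delta class, went from 619 ± 55.1 to 1090 ± 173%, but did not pass the threshold (log2 fold change 0.81, standard error 0.23, adjusted p = 0.156). The family stood higher than other genes (camera adjusted p = 8.3e-12; adjusted p = 0.654 with an estimated correlation), with a median of 0.22 relative to the median probe set.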

The induced GSTs in METH-treated flies may be involved in drug detoxification, a response to oxidative stress.

In addition to their roles in detoxifying xenobiotics and responding to oxidative stress, several cytochrome P450 and GSTs in *Drosophila* may also affect spermatogenesis. *Cyp6a2,* which is up-regulated in flies challenged with METH, is expressed in the testes, vas deferens, ejaculatory duct, and the sperm pump [37]. 

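Cyp6a2 encodes a microsomal P450 that is raised in many insecticide-resistant strains. Its probe set rose from 132 ± 5.79 to 865 ± 136% of the actin reference in METH-treated flies (SD, n = 3 each; log2 fold change 2.70, standard error 0.19, adjusted p = 3.2e-06), with all METH arrays above all control arrays. The arrays were made from whole flies, so they give no level for the testes or the ejaculatory duct.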

*GstE1* was up-regulated in METH-treated flies and has beenassociated with the gene encoding farnesyl pyrophosphatase synthetase*,* anenzyme in the testes of rats that is essential for the migration of germ cells during spermatogenesis and for the synthesis of cholesterol [38]. 

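GstE1 lies in the Epsilon cluster of GSTs. Its probe set rose from 144 ± 10.00 to 404 ± 51.2% of the actin reference in METH-treated flies (SD, n = 3 each; log2 fold change 1.48, standard error 0.18, adjusted p = 4.1e-04), and it did not pass without the trend. Another member of the cluster, GstE6, had a log2 fold change of 1.17 (standard error 0.17).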

The cholesterol/phospholipid ratio of the sperm plasma membrane determines whether the sperm can successfully penetrate an ovum [39]. In *Drosophila*, farnesyl pyrophosphate is converted into juvenile hormone (JH) [40]. Deficiencies in JH have been implicated in sterility and aberrant sexual behavior [41].

**Oxidative stress**

METH and its analogs have been associated with both oxidative stress and heart disease [42,43,44]. Dynein, a motor protein that converts the chemical energy contained in ATP into the mechanical energy of movement, is prone to oxidation and dimerization [45]. Under oxidative stress, tropomyosin modification is associated with heart disease due to cytoskeletal remodeling and myocardial dysfunction [46]. In addition, the tyrosine nitration of MyHCs alters the structure of cardiac myocytes [47]. It remains to be determined if METH treatment causes physical damage to *Drosophila*’s dorsal tube, the insect equivalent of the heart. If it does, the METH-*Drosophila* model could provide insights into evolutionarily conserved aspects of human heart failure [48].

METH is a weak base capable of causing the alkalinization of acidic vesicles and organelles of cultured midbrain dopamine (DA) neurons, inhibiting dopamine compartmentalization [49]. Gnegy *et al.* demonstrated that weak bases cause the efflux of DA from acidic vesicles [50]. METH-induced toxicity is, in part, related to the increased cytosolic DA, which is rapidly metabolized, leading to the production of ROS [51,52].

**Ferritin**

Iron chelators, such ferritin, are multifunctional proteins that are involved in several metabolic pathways including Fe homeostasis. METH treatment is known to cause ferritin increases in the *substantia nigra pars reticulata* and *globus pallidus* of vervet monkeys [53]. These are parts of the brain that are involved in reward, addiction, and movement, and pre-filtering external stimuli, respectively. Young vervet monkeys treated with METH had ferritin levels comparable to those of much older drug-naïve monkeys. The negative consequences of chronic ferritin H-chain over-expression have been associated with aging in mice [54]. Increased brain iron and ferritin are known to occur in the *substantia nigra zona compacta* of Parkinson's patients [55]; long-term METH use can result in Parkinson's-like symptoms. Conversely, protection from oxidative stress has been shown in young mice that over-express the ferritin H-chain, because of the iron-chelating properties of ferritin [56,57]. In contrast to the observations in mammalian systems [53], we observed a 10-fold decrease in ferritin 1 heavy chain homologue protein in METH-treated flies (Table S2). It remains to be determined if this change in ferritin expression is associated with the brain in *Drosophila*.

**Steroidal systems**

The analysis of self-regulation through transcription factors also revealed the differential expression of genes and proteins known in mammals to be associated with androgen receptors, c-Myc, and p53 (Figure 3). In mammals, amphetamines are known to influence testosterone levels and the production of progesterone by increasing the activity of specific P450s [58]. In mice, METH causes an up-regulation of c-Myc, which is involved in apoptosis, both at mRNA and protein levels [59]. The tumor suppressor p53 is associated with the long-term neurotoxic effects of METH [60]. So, unsurprisingly, p53 knockout mice had fewer side-effects due to METH treatment than did control mice. METH-treated wild-type mice had reduced dopamine transporter mRNA and numbers of tyrosine hydroxylase-positive cells in their *substantia nigra pars compacta* and the ventral tegmental area; homozygous p53 knockout mice were not affected by METH treatment.

­­­­References

1. Dieterich C, Rahmann S, Vingron M (2004) Functional inference from non-random distributions of conserved predicted transcription factor binding sites. Bioinformatics 20 Suppl 1: i109-115.

2. Song J, Bjarnason J, Surette MG (2005) The identification of functional motifs in temporal gene expression analysis. Evol Bioinform Online 1: 84-96.

3. Li HM, Buczkowski G, Mittapalli O, Xie J, Wu J, et al. (2008) Transcriptomic profiles of *Drosophila melanogaster* third instar larval midgut and responses to oxidative stress. Insect Mol Biol 17: 325-339.

4. Li HM, Sun L, Mittapalli O, Muir WM, Xie J, et al. (2009) Bowman-Birk inhibitor affects pathways associated with energy metabolism in *Drosophila melanogaster*. Insect Mol Biol. 19: 303-313.

5. Ryu NK, Yang MH, Jung MS, Jeon JO, Kim KW, et al. (2007) Gene expression profiling of rewarding effect in methamphetamine treated Bax-deficient mouse. J Biochem Mol Biol 40: 475-485.

6. Shi Y, Lee JS, Galvin KM (1997) Everything you have ever wanted to know about Yin Yang 1. Biochim Biophys Acta 1332: F49-66.

7. Shi Y, Seto E, Chang LS, Shenk T (1991) Transcriptional repression by YY1, a human GLI-Kruppel-related protein, and relief of repression by adenovirus E1A protein. Cell 67: 377-388.

8. Kalda A, Heidmets LT, Shen HY, Zharkovsky A, Chen JF (2007) Histone deacetylase inhibitors modulates the induction and expression of amphetamine-induced behavioral sensitization partially through an associated learning of the environment in mice. Behav Brain Res 181: 76-84.

9. Renthal W, Carle TL, Maze I, Covington HE, 3rd, Truong HT, et al. (2008) Delta FosB mediates epigenetic desensitization of the c-fos gene after chronic amphetamine exposure. J Neurosci 28: 7344-7349.

10. Hsu K-W, Hsieh R-H, Lee Y-HW, Chao C-H, Wu K-J, et al. (2008) The activated Notch1 receptor cooperates with {alpha}-Enolase and MBP-1 in modulating c-myc activity. Mol Cell Biol 28: 4829-4842.

11. Sucharov CC, Dockstader K, McKinsey TA (2008) YY1 protects cardiac myocytes from pathologic hypertrophy by interacting with HDAC5. Mol Biol Cell 19: 4141-4153.

12. Inoue H, Nakatome M, Terada M, Mizuno M, Ono R, et al. (2004) Maternal methamphetamine administration during pregnancy influences on fetal rat heart development. [corrected]. Life Sci 74: 1529-1540.

13. Miranda MR, Canepa GE, Bouvier LA, Pereira CA (2006) Trypanosoma cruzi: Oxidative stress induces arginine kinase expression. Exp Parasitol 114: 341-344.

14. Waldron RT, Rozengurt E (2000) Oxidative stress induces protein kinase D activation in intact cells. Involvement of Src and dependence on protein kinase C. J Biol Chem 275: 17114-17121.

15. Shen J (2004) Protein kinases linked to the pathogenesis of Parkinson's disease. Neuron 44: 575-577.

16. Suemaru J, Akiyama K, Tanabe Y, Kuroda S (2000) Methamphetamine decreases calcium-calmodulin dependent protein kinase II activity in discrete rat brain regions. Synapse 36: 155-166.

17. Uemura K, Aki T, Yamaguchi K, Yoshida K (2003) Protein kinase C-epsilon protects PC12 cells against methamphetamine-induced death: possible involvement of suppression of glutamate receptor. Life Sci 72: 1595-1607.

18. Shimizu C, Yoshida S, Shibata M, Kato K, Momota Y, et al. (1998) Characterization of recombinant and brain neuropsin, a plasticity-related serine protease. J Biol Chem 273: 11189-11196.

19. Molinari F, Rio M, Meskenaite V, Encha-Razavi F, Auge J, et al. (2002) Truncating neurotrypsin mutation in autosomal recessive nonsyndromic mental retardation. Science 298: 1779-1781.

20. Xi G, Reiser G, Keep RF (2003) The role of thrombin and thrombin receptors in ischemic, hemorrhagic and traumatic brain injury: deleterious or protective? J Neurochem 84: 3-9.

21. Matsumoto-Miyai K, Ninomiya A, Yamasaki H, Tamura H, Nakamura Y, et al. (2003) NMDA-dependent proteolysis of presynaptic adhesion molecule L1 in the hippocampus by neuropsin. J Neurosci 23: 7727-7736.

22. Terayama R, Bando Y, Yamada M, Yoshida S (2005) Involvement of neuropsin in the pathogenesis of experimental autoimmune encephalomyelitis. Glia 52: 108-118.

23. Sheehan JJ, Tsirka SE (2005) Fibrin-modifying serine proteases thrombin, tPA, and plasmin in ischemic stroke: a review. Glia 50: 340-350.

24. Numajiri T, Mitsui S, Hisa Y, Ishida T, Nishino K, et al. (2006) The expression of a motoneuron-specific serine protease, motopsin (PRSS12), after facial nerve axotomy in mice. J Plast Reconstr Aesthet Surg 59: 393-397.

25. Terayama R, Bando Y, Murakami K, Kato K, Kishibe M, et al. (2007) Neuropsin promotes oligodendrocyte death, demyelination and axonal degeneration after spinal cord injury. Neuroscience 148: 175-187.

26. Wang Y, Luo W, Reiser G (2008) Trypsin and trypsin-like proteases in the brain: proteolysis and cellular functions. Cell Mol Life Sci 65: 237-252.

27. Aoshiba K, Yasuda K, Yasui S, Tamaoki J, Nagai A (2001) Serine proteases increase oxidative stress in lung cells. Am J Physiol Lung Cell Mol Physiol 281: L556-564.

28. Dostalek M, Jurica J, Pistovcakova J, Hanesova M, Tomandl J, et al. (2007) Effect of methamphetamine on cytochrome P450 activity. Xenobiotica: The fate and safety evaluation of foreign compounds in biological systems 37: 1355 - 1366.

29. Park JY, Shigenaga MK, Ames BN (1996) Induction of cytochrome P4501A1 by 2,3,7,8-tetrachlorodibenzo-p-dioxin or indolo(3,2-b)carbazole is associated with oxidative DNA damage. Proc Natl Acad Sci U S A 93: 2322-2327.

30. Shertzer HG, Nebert DW, Puga A, Ary M, Sonntag D, et al. (1998) Dioxin causes a sustained oxidative stress response in the mouse. Biochem Biophys Res Commun 253: 44-48.

31. Caro AA, Cederbaum AI (2004) Oxidative stress, toxicology, and pharmacology of CYP2E1. Annu Rev Pharmacol Toxicol 44: 27-42.

32. Imaoka S, Osada M, Minamiyama Y, Yukimura T, Toyokuni S, et al. (2004) Role of phenobarbital-inducible cytochrome P450s as a source of active oxygen species in DNA-oxidation. Cancer Lett 203: 117-125.

33. Carvalho F, Fernandes E, Remiao F, de Lourdes Bastos M (1999) Effect of d-amphetamine repeated administration on rat antioxidant defences. Arch Toxicol 73: 83-89.

34. Carvalho F, Fernandes E, Remiao F, Gomes-Da-Silva J, Tavares MA, et al. (2001) Adaptative response of antioxidant enzymes in different areas of rat brain after repeated d-amphetamine administration. Addict Biol 6: 213-221.

35. Awasthi Y ZP, Awasthi S, Singhal S, Srivastava S, Piper J, Chaubey M, Petersen D, He N, Sharma R, Singh S, Khan M, Ansari G & Boor P. (1996) A new group of glutathione S-transferases with protective role against lipid peroxidation. In: Vermeulen NPE, Mulder GJ, Nieuwenhuyse H, Peters WHM, and van Bladeren PJ, editors. Glutathione S-transferases: Structure, Function and Clinical Implications. London: Taylor & Francis. pp. 111-124.

36. Sawicki R, Singh SP, Mondal AK, Benes H, Zimniak P (2003) Cloning, expression and biochemical characterization of one Epsilon-class (GST-3) and ten Delta-class (GST-1) glutathione S-transferases from *Drosophila melanogaster*, and identification of additional nine members of the Epsilon class. Biochem J 370: 661-669.

37. Giraudo M, Unnithan GC, Le Goff G, Feyereisen R (2010) Regulation of cytochrome P450 expression in *Drosophila*: Genomic insights. Pestic Biochem Physiol 97(2): 115-122.

38. Teruya JH, Salido EC, Edwards PA, Clarke CF (1991) Testis-specific transcripts of rat farnesyl pyrophosphate synthetase are developmentally regulated and localized to haploid germ cells. Biol Reprod 44: 663-671.

39. Cross NL (1998) Role of cholesterol in sperm capacitation. Biol Reprod 59: 7-11.

40. Cao L, Zhang P, Grant DF (2009) An insect farnesyl phosphatase homologous to the N-terminal domain of soluble epoxide hydrolase. BiochemBiophys Res Commun 380: 188.

41. Atalia S, Ruth W, Daniel S (1995) Genetic and molecular studies of apterous: A gene implicated in the juvenile hormone system of *Drosophila*. Archives of Insect Biochemistry and Physiology 30: 195-209.

42. Yu Q, Larson DF, Watson RR (2003) Heart disease, methamphetamine and AIDS. Life Sci 73: 129.

43. Watts DJ, McCollester L (2006) Methamphetamine-induced myocardial infarction with elevated troponin I. The American Journal of Emergency Medicine 24: 132.

44. Shenouda SK, Lord KC, McIlwain E, Lucchesi PA, Varner KJ (2008) Ecstasy produces left ventricular dysfunction and oxidative stress in rats. Cardiovasc Res 79: 662-670.

45. Gough NR (2008) Dynein Light Chain Connecting ROS to NF-{kappa}B. Sci Signal 1: ec309-.

46. Canton M, Skyschally A, Menabo R, Boengler K, Gres P, et al. (2006) Oxidative modification of tropomyosin and myocardial dysfunction following coronary microembolization. Eur Heart J 27: 875-881.

47. Hong SJ, Gokulrangan G, Schöneich C (2007) Proteomic analysis of age dependent nitration of rat cardiac proteins by solution isoelectric focusing coupled to nanoHPLC tandem mass spectrometry. Exp Gerontol 42: 639.

48. Wolf MJ, Rockman HA (2008) *Drosophila melanogaster* as a model system for genetics of postnatal cardiac function. Drug Discov Today Dis Models 5: 117-123.

49. Sulzer D, Rayport S (1990) Amphetamine and other psychostimulants reduce pH gradients in midbrain dopaminergic neurons and chromaffin granules: A mechanism of action. Neuron 5: 797.

50. Gnegy ME, Khoshbouei H, Berg KA, Javitch JA, Clarke WP, et al. (2004) Intracellular Ca2+ regulates amphetamine-induced dopamine efflux and currents mediated by the human dopamine transporter. Mol Pharmacol 66: 137-143.

51. Cadet JL, Brannock C (1998) Free radicals and the pathobiology of brain dopamine systems. Neurochem Int 32: 117.

52. Wrona MZ, Yang Z, Zhang F, Dryhurst G (1997) Potential new insights into the molecular mechanisms of methamphetamine-induced neurodegeneration. NIDA Res Monogr 173: 146-174.

53. Melega WP, Lacan G, Harvey DC, Way BM (2007) Methamphetamine increases basal ganglia iron to levels observed in aging. Neuroreport 18: 1741-1745.

54. Kaur D, Rajagopalan S, Chinta S, Kumar J, Di Monte D, et al. (2007) Chronic ferritin expression within murine dopaminergic midbrain neurons results in a progressive age-related neurodegeneration. Brain Res 1140: 188-194.

55. Jellinger K, Paulus W, Grundke-Iqbal I, Riederer P, Youdim MB (1990) Brain iron and ferritin in Parkinson's and Alzheimer's diseases. J Neural Transm Park Dis Dement Sect 2: 327-340.

56. Kaur D, Yantiri F, Rajagopalan S, Kumar J, Mo JQ, et al. (2003) Genetic or pharmacological iron chelation prevents MPTP-induced neurotoxicity in vivo: a novel therapy for Parkinson's disease. Neuron 37: 899-909.

57. Wilkinson Jt, Di X, Schonig K, Buss JL, Kock ND, et al. (2006) Tissue-specific expression of ferritin H regulates cellular iron homoeostasis in vivo. Biochem J 395: 501-507.

58. Chen LY, Huang YL, Liu MY, Leu SF, Huang BM (2003) Effects of amphetamine on steroidogenesis in MA-10 mouse Leydig tumor cells. Life Sci 72: 1983-1995.

59. Thiriet N, Jayanthi S, McCoy M, Ladenheim B, Lud Cadet J (2001) Methamphetamine increases expression of the apoptotic c-myc and L-myc genes in the mouse brain. Brain Res Mol Brain Res 90: 202-204.

60. Hirata H, Cadet JL (1997) p53-knockout mice are protected against the long-term effects of methamphetamine on dopaminergic terminals and cell bodies. J Neurochem 69: 780-790.

61. Zhang R, Kai T, Sugimoto Y, Kusakabe T, Takasaki Y, et al. (1995) *Drosophila* *melanogaster* Aldolase: Characterization of the Isozymes {alpha}, {beta}, and {gamma} Generated from a Single Gene. J Biochem 118: 183-188.

62. Jacobs H, Stratmann R, Lehner CF (1998) A screen for lethal mutations in the chromosomal region 59AB suggests that bellwether encodes the alpha subunit of the mitochondrial ATP synthase in *Drosophila melanogaster*. Mol Gen Genet 259: 383.

63. Parsch J, Meiklejohn CD, Hauschteck-Jungen E, Hunziker P, Hartl DL (2001) Molecular evolution of the ocnus and janus genes in the *Drosophila* *melanogaster* species subgroup. Mol Biol Evol 18: 801-811.

64. Yang WM, Yao YL, Sun JM, Davie JR, Seto E (1997) Isolation and characterization of cDNAs corresponding to an additional member of the human histone deacetylase gene family. J Biol Chem 272: 28001-28007.

65. Zechel C (2005) The germ cell nuclear factor (GCNF). Mol Reprod Dev 72: 550-556.

66. Furukawa T, Morrow EM, Cepko CL (1997) Crx, a novel otx-like homeobox gene, shows photoreceptor-specific expression and regulates photoreceptor differentiation. Cell 91: 531-541.

67. Imhof A, Schuierer M, Werner O, Moser M, Roth C, et al. (1999) Transcriptional regulation of the AP-2alpha promoter by BTEB-1 and AP-2rep, a novel wt-1/egr-related zinc finger repressor. Mol Cell Biol 19: 194-204.

68. Tijet N, Boutros PC, Moffat ID, Okey AB, Tuomisto J, et al. (2006) Aryl hydrocarbon receptor regulates distinct dioxin-dependent and dioxin-independent gene batteries. Mol Pharmacol 69: 140-153.

69. Israel DI, Whitlock JP, Jr. (1983) Induction of mRNA specific for cytochrome P1-450 in wild type and variant mouse hepatoma cells. J Biol Chem 258: 10390-10394.

70. Sun W, Margam VM, Sun L, Buczkowski G, Bennett GW, et al. (2006) Genome-wide analysis of phenobarbital-inducible genes in *Drosophila melanogaster*. Insect Mol Bio 15: 455.

71. Willoughby L, Chung H, Lumb C, Robin C, Batterham P, et al. (2006) A comparison of *Drosophila melanogaster* detoxification gene induction responses for six insecticides, caffeine and phenobarbital. Insect Biochem Mol Bio 36: 934.

How the deposited data were processed for this re-analysis (not part of the article)

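RNA expression was measured on Affymetrix Drosophila Genome 2.0 arrays in whole w1118 males, 20 per sample, aged 5 days, after 24 h on a diet with 0.6% (w/v) METH or on the control diet, with 3 arrays per diet. Samples were grouped by the diet in their labels, and a single comparison, METH minus control, was made.

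The authors extracted, labelled and hybridized the RNA and quantified the probe sets with GCOS 1.4, and the deposited values are linear signal intensities, 1 per probe set and sample, that had not been logged or divided by the actin probe set. The paper's text does not name a scaling of the arrays to a common target. No detection calls were used here.

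From these values the following were computed with R 4.3.3 and limma 3.58.1. Signals were set on the log2 scale and the log2 signal of AFFX-Dros-ACTIN_M_r of each array was subtracted, as the paper's methods state. The 183 AFFX probe sets were then left out and 18769 tested, with no filter on dim probe sets. limma's lmFit and eBayes with a trend of the spread on the level gave two-sided p values, adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Genes were named from the platform annotation, with symbols updated through gene identifiers for 13544 probe sets, and a gene's value is that of its probe set with the highest mean. A total of 40 gene lists was tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists and an estimated correlation as a check, and counts over a list alone are adjusted over that list. Of these lists 17 passed an adjusted p of 0.05 with the preset correlation and none with the estimated correlation. Standard deviations are over the 3 arrays of a diet. The number of arrays limits the precision.

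Genes named in the text follow a fixed rule: genes whose transcripts the paper names, the 10 largest and 5 smallest ratios of Table S5, the 10 largest rises and 10 largest falls with groups apart on all arrays, and up to 4 genes of smallest adjusted p from each list, with the genes of Tables S1 and S2 given as counts and up to 4 genes. The ratios of Table S5 had been seen when the rule was written. Other genes named (Cyp6d5, GstE6, GstD1, Cat, CG6415, Gpo2, Acp26Ab, Acp32CD, SP and the probe set of Jheh1) were chosen after their values were seen.

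The methods were tested on simulated data with the means and spread of these arrays, in which 200 of 18769 probe sets were changed, in 10 runs. Probe sets were drawn independently, with the spread that limma itself estimated. Limma's model thus held by construction, and its recovery in real data may be lower. For the METH against control comparison limma recovered 41.9% of probe sets changed by 1 on the log2 scale, 67.8% of those changed by 2 and 80.5% of those changed by 3, with 8.9 false calls per run. SAM at q under 10% recovered 5.07, 51.5 and 71.5%, with 10.6 false calls per run.

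The alternatives were the signals as deposited, centring on the median or the 75th percentile, quantile normalization, leaving out probe sets below the 40th percentile of mean signal, a floor at the 20th percentile, limma without the trend, leaving out probe sets shared between genes, the replicate number as a block, leaving out each array in turn, the mean of a gene's probe sets, the methods' t-test, SAM, other thresholds, and other tests of the gene lists. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9. Proteomic, metabolite, survival and qRT-PCR data were not analysed here. The transcript of lactate dehydrogenase is not reported here, because no probe set is paired with that gene in the annotation used. Overlap with Table S1 was not tested for enrichment, because its copy holds part of the table's genes.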

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

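The test of the actin reference was chosen after its result had been seen, as was the rule that the food, midgut and gland tests decide only beyond the spread of their genes; these tests themselves were set beforehand.

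The paper joins gluconeogenesis with glycolysis among its top array pathways. Single genes of gluconeogenesis passed the threshold, as did genes in several groups that the paper mostly does not discuss as transcripts. Most of these calls were lost with low values floored or without the trend of the spread on the signal level: with the floor, 1 gene of carbohydrate digestion and 1 midgut marker passed and none of drug efflux, of folate, glycine and methionine metabolism, of gluconeogenesis and starvation or of the accessory gland, and without the trend none of these passed but 1 midgut marker. A loss with the floor does not by itself place a gene near the floor. In the ecdysteroid kinase-like family, 14 genes were higher and 2 lower, a count that overlaps the paper's own Table S5. Among 12 drug efflux transporters 2 were higher, Mdr50 (log2 fold change 2.80, standard error 0.43) and Mdr49 (1.00, standard error 0.17), the former not without METH replicate 3 and the latter not without control replicate 3, and the list as a whole did not stand apart from other genes. Among 13 genes of carbohydrate digestion 3 were higher, of which the maltase gene Mal-A4 rose by 1.91 (standard error 0.19) and passed under every scaling, while Mal-B1 passed under 1 and Mal-B2 under 3 of the 4 other scalings; with an array left out, Mal-B2 passed only without METH replicate 2. This list stood higher (camera adjusted p = 0.00566; adjusted p = 0.771 with an estimated correlation). Among 14 genes of folate, glycine and methionine metabolism 5 were higher: Gnmt (2.10, standard error 0.21), Cth, pug, Shmt and CG6415. Gnmt and Mal-A4 stand in Table S5 as CG6188 and CG8693, chosen on the same samples, so their rises are not independent evidence. With the signals as deposited and with median centring 2 were higher, and 1 gene was lower under each of the 4 other scalings; without control replicate 3 only 1 was higher, without control replicate 2 there were 2, without METH replicate 2 there were 4 and without any other array 3. The list stood higher (camera adjusted p = 1.2e-04; adjusted p = 0.654 with an estimated correlation). Among 20 genes of gluconeogenesis and starvation 1 was higher, Pepck1 (1.08), and 3 were lower, Lsd-1 (-1.19, standard error 0.18), sug (-1.37, standard error 0.23) and mag (-1.22, standard error 0.23); sug did not pass without METH replicate 3, and mag passed in 2 of the 6 comparisons with an array left out. This list went both ways and did not stand apart from other genes (camera adjusted p = 0.301).

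More probe sets were higher than lower with the actin reference. Centring each array on its median left 44.2% of calls higher, with 130 higher and 164 lower. This alone does not show which balance is right, since centring itself sets the balance of higher and lower probe sets. Looked at after the results were seen, the control probe sets of the array gave different yardsticks: as deposited, the log2 fold changes were -0.58 to -0.20 for those of actin, -0.07 to -0.02 for eIF-4a, -0.52 to -0.06 for GAPDH, -0.30 to -0.11 for 18S rRNA, -0.16 to -0.03 for the hybridization controls and -1.10 to -0.07 for the dap, lys, phe and thr control probe sets, against -0.13 for the median probe set. They were not put to a test. The probe set used as reference, AFFX-Dros-ACTIN_M_r, was at -0.38. Subtracting it moved the median log2 fold change of all probe sets from -0.13 as deposited to 0.24. With the signals as deposited, which are not centred, 114 probe sets were higher and 381 lower. More were lower than higher under every other scaling too. The excess of higher calls thus arose with the actin reference. Whether actin is the right yardstick stays open.

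Of the digestive protease genes 7 were lower. Of 11 midgut markers 3 were lower, which is no separate observation, since 7 of the markers, Jon25Bi and Jon25Bii among them, are these proteases. The number of lower protease genes was 4 without control replicate 2 or 3 or METH replicate 1 or 2, and 6 and 8 without METH replicate 3 and control replicate 1. The prediction set for food shortage was that the gluconeogenesis and starvation list would stand higher. Its median was -0.0282 relative to the median probe set, with members in both directions (median absolute deviation 0.336). The list was not split into genes that shortage raises and genes that it lowers, so the test could not decide. A lower share of midgut RNA would lower midgut markers that are not proteases: the median of 4 such genes was -0.86, but they lay apart (median absolute deviation 0.538), since mag was lower and Mal-A1 was not (log2 fold change 0.42). Both explanations, and a regulated response to METH itself, stay open.

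Of 18 accessory gland markers 3 were lower, Acp76A (log2 fold change -3.02, standard error 0.29), Acp53C14c (-1.91, standard error 0.28) and Acp26Aa (-1.55, standard error 0.24), each under every scaling and with each array left out, though not with low values floored or without the trend. The list stood lower (camera adjusted p = 7.2e-11; adjusted p = 0.611 with an estimated correlation), and 4 to 11 of its genes were lower under the other scalings. A lower share of gland RNA would lower all markers alike. Their median was -0.48 relative to the median probe set, short of the -0.5 set for that explanation. On the same scale 1 of the 18 markers lay above 0, Acp32CD at 0.08, while Acp26Ab was at -0.12. Some markers, such as SP at a mean signal of 6515 on the control arrays, lay in the upper signal range (highest signal 10770), where a fall could be hidden. A smaller gland share and a change in these transcripts cannot be told apart here.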

How the results depend on the processing

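All alternatives in this part were set beforehand. The number of probe sets higher on METH, 158 with the actin reference, was 114 to 161 under the other scalings, and the number lower, 78, was 381 with the signals as deposited, 164 with median centring, 210 with 75th percentile centring and 264 with quantile normalization. Calls were thus 23.0%, 44.2%, 41.2% and 37.9% higher, against 66.9%. Scalings that move a whole array alike cannot turn calls of this size around, so they do not test the sign. The signals as deposited had a median log2 fold change of -0.13; the other scalings had 0.02 to 0.05.

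With low values floored, 51 probe sets were higher and 14 lower, and 12 P450 and 4 GST genes were higher. Without the trend of the spread on the level, 17 were higher and 7 lower, with 8 P450 genes, 1 GST gene and 21 Table S5 genes. The cause was not tested. A call lost with the floor does not by itself place its gene near the floor. With dim probe sets left out, all 228 calls still tested passed, with fewer tests to adjust for. Of the 10 largest ratios of Table S5, that of CG13170 went from 12.7 to 2.77 with the floor and that of CG32984 from 12.5 to 1.46. A probe set without a gene went from 21.1 to 2.56. The others of the 10, such as GstD2 at 21.2, did not change with the floor. The methods' t-test at p 0.005 and 1.5-fold gave 48 lower; after Benjamini-Hochberg adjustment it gave 2 higher and 0 lower. SAM gave 14 higher and 0 lower at q under 5%, and 59 higher and 8 lower at q under 10%. With an estimated correlation 0 of the 17 lists passed camera, and 4 passed fry, which tests only whether the genes of a list move one way: P450s, UGTs, the ecdysteroid kinase-like family and purine synthesis.

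Leaving out each array in turn gave 103 to 143 probe sets higher (103 without control replicate 3) and 56 to 92 lower, 20 to 25 P450 genes, 10 to 11 GST genes, 13 to 17 gene lists and 57 to 60 Table S5 genes. Fewer arrays lower the power of each comparison.

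The replicate numbers do not mark a shared batch in the paper or labels. Correlations between arrays of the same number, after removing diet means, were 0.0221 to 0.0639, against -0.0785 to 0.0392 between other arrays of the diets, and 5 of 6 arrays correlated best with their own number. With a replicate block 1033 probe sets were higher and 260 lower, and all 236 calls made without it passed.

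Of 62 named genes past the threshold, 54 passed under every scaling, 46 with each array left out and 44 under both, while 45 did not pass without the trend and 36 with low values floored. None reversed with an array left out. Genes that did not pass changed sign without a call in 24 cases with the signals as deposited and in up to 8 under each other setting. Leaving out shared or dim probe sets, the mean of a gene's probe sets, an adjusted p under 0.1, and a fold of 1.5 in addition moved no count from limma by more than 1.5-fold. The counts of SAM were far less stable: at q under 10%, 59 probe sets were higher with the actin reference, 5631 with dim probe sets left out, 243 with low values floored, 19 to 33 under the other scalings and 3 to 22 with an array left out. Of the calls, 8 lay below the 40th percentile of signal. Background was not estimated from the control probe sets of the array.

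The 10 splits of the samples, of which 1, the real one, reached the observed counts, are too few for a share under 0.05. The real split gave 158 higher, 78 lower and 236 in all, 23 P450 genes, 11 GST genes and 17 lists, and the highest value over the other splits, each taken by itself, was 18 calls, all in one direction, 0 P450 and 0 GST genes, and 11 lists, the last in a split with 0 calls.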

Differences from the paper's values

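With the signals scaled to the actin reference, SAM at 10% FDR called 8 probe sets lower, where the paper's value is 5. Of the alternatives set before the data were examined, median centring and leaving out shared probe sets each gave 6, within 1.5-fold of the paper's value, and the other alternatives did not come within it: 9 with quantile normalization, 19 with 75th percentile centring, 49 with the signals as deposited, 48 with low values floored, 211 with dim probe sets left out, and 0 to 1 with an array left out. All of the paper's 5 had q under 10%.

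The paper states that the enzyme GPDH was the only item that its protein and transcript data share. With the actin reference, Gpdh1 did not pass the threshold at any of its 4 probe sets. At the brightest it did not pass under any alternative, and alternatives are not given here for the others. Mean signals as deposited were lower on METH at all 4, from 4396 to 3191 at the brightest and from 4147 to 2754 at another. Spn28F, the serine protease inhibitor Spn2, stands in both Table S2 and Table S5 and was lower on METH in these data (log2 fold change -3.69).

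Of the 13 measured genes that the array column of Table S1 gives as lower, the difference was below 0 for all 13, but 0 passed the t-test at p below 0.008 and over 1.5-fold with the actin reference; the 7 given as higher all passed. With the signals as deposited 12 of the 13 passed, with median centring 2, with 75th percentile centring 6 and with quantile normalization 8. By limma 20 of the 20 genes passed with the signals as deposited, and 7 with the actin reference. The paper chose these genes on the same samples, so their signs are not independent evidence.

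The paper describes genes and proteins of hypoxia, glycolysis, c-Myc regulation and the electron transport chain as changed, many of them by protein levels. With the actin reference, none of the lists for these held a gene past limma's threshold or the methods' t-test. Transcript levels do not test the paper's protein values. The lists held no value for pyruvate kinase, lactate dehydrogenase or Myc itself. At an unadjusted p under 0.05, 2 glycolytic genes and 4 genes of oxidative phosphorylation were higher, and with a replicate block 1 and 2 genes of these lists passed. Of the families that the paper gives as higher, 23 of 81 P450 genes and 11 of 36 GST genes passed the threshold as higher, as did CG11893.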

Other observations

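GIIIspla2, the phospholipase gene named in the paper, was higher in METH-treated flies. It rose from 49.6 ± 0.840 to 119 ± 16.7% of the actin reference (SD, n = 3 each), a log2 fold change of 1.25 (standard error 0.16, adjusted p = 6.9e-04 from limma), and did not pass without the trend of the spread on the signal level.

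Of 15 antimicrobial peptide and recognition genes, 1 was lower, AttD (log2 fold change -3.08, standard error 0.38), and 1 higher, PGRP-LB (0.74), which passed under no other scaling and with no array left out. Under the other scalings 2 to 3 were lower, and 2 without control replicate 3 or METH replicate 2. At an unadjusted p under 0.05, 3 were higher and 4 lower. The list stood lower (camera adjusted p = 0.00132; adjusted p = 0.611 with an estimated correlation). Among the largest falls was also that of fit (-3.48, standard error 0.32). Neither AttD, PGRP-LB nor fit passed with low values floored or without the trend.

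Ribosomal protein genes stood higher as a list of 41 (median 0.11 relative to the median probe set; camera adjusted p = 5.3e-04; adjusted p = 0.933 with an estimated correlation), and the list passed under 3 of the 4 other scalings; none passed singly by limma or the methods' t-test and 2 were higher at an unadjusted p under 0.05. Cuticle protein genes stood lower as a list of 105 (camera adjusted p = 0.00272; adjusted p = 0.7 with an estimated correlation), in 5 of the 6 comparisons with an array left out and under no other scaling; 1 was higher, Cpr67Fb (log2 fold change 1.35), which did not pass with low values floored or without the trend, 2 to 4 were lower under the other scalings and 1 with low values floored, and the methods' t-test called 2 higher and 2 lower.

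Marker genes of muscle (21), neurons (15), photoreceptors (12), hemocytes (12), fat body (12) and females (15) held no gene past limma's adjusted threshold or the methods' t-test. At an unadjusted p under 0.05, 1 muscle marker was higher and 1 lower, and 2 fat body markers and 1 female marker were higher. With the signals as deposited 2 muscle markers and 1 fat body marker were lower. The muscle list stood lower without passing (camera adjusted p = 0.503) and passed under 2 of the 4 other scalings. No gene passed either among 14 of apoptosis, where 3 were higher at an unadjusted p under 0.05, 9 of the circadian clock, where 1 was, and 5 Turandot genes, where none was; 1 apoptosis gene was lower with the signals as deposited. Of 13 esterase and juvenile hormone hydrolase genes 2 were higher, alpha-Est2 (log2 fold change 0.95) and Jheh2 (1.07); the former did not pass with the signals as deposited or without the trend, and the latter not without control replicate 1 or 3 or METH replicate 1, with low values floored or without the trend. The probe set that Table S5 names Jheh1, which is paired with no gene in the annotation used and so is not in this count, had a log2 fold change of 2.21 (standard error 0.18, adjusted p = 1.5e-05). It and alpha-Est2 stand in Table S5, chosen on the same samples.

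For some lists that did not pass, the camera test and the median relative to the median probe set differ in sign. The Turandot and female markers had medians of 0.17 and 0.15 and stood lower (camera adjusted p = 0.872 and 0.934), and the drug efflux transporters, with a median of -0.06, stood higher (camera adjusted p = 0.728).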
